# Altered hypothalamic DNA methylation and stress-induced hyperactivity following early life stress

**DOI:** 10.1186/s13072-021-00405-8

**Published:** 2021-06-30

**Authors:** Eamon Fitzgerald, Matthew C. Sinton, Sara Wernig-Zorc, Nicholas M. Morton, Megan C. Holmes, James P. Boardman, Amanda J. Drake

**Keywords:** Early life stress, DNA methylation, Behaviour, Hypothalamus, Brain development, Preterm birth

## Abstract

Exposure to early life stress (ELS) during childhood or prenatally increases the risk of future psychiatric disorders. The effect of stress exposure during the neonatal period is less well understood. In preterm infants, exposure to invasive procedures is associated with altered brain development and future stress responses suggesting that the neonatal period could be a key time for the programming of mental health. Previous studies suggest that ELS affects the hypothalamic epigenome, making it a good candidate to mediate these effects. In this study, we used a mouse model of early life stress (modified maternal separation; MMS). We hypothesised MMS would affect the hypothalamic transcriptome and DNA methylome, and impact on adult behaviour. MMS involved repeated stimulation of pups for 1.5 h/day, whilst separated from their mother, from postnatal day (P) 4–6. 3’mRNA sequencing and DNA methylation immunoprecipitation (meDIP) sequencing were performed on hypothalamic tissue at P6. Behaviour was assessed with the elevated plus, open field mazes and in-cage monitoring at 3–4 months of age. MMS was only associated with subtle changes in gene expression, but there were widespread alterations in DNA methylation. Notably, differentially methylated regions were enriched for synapse-associated loci. MMS resulted in hyperactivity in the elevated plus and open field mazes, but in-cage monitoring revealed that this was not representative of habitual hyperactivity. ELS has marked effects on DNA methylation in the hypothalamus in early life and results in stress-specific hyperactivity in young adulthood. These results have implications for the understanding of ELS-mediated effects on brain development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-021-00405-8.

## Introduction

Experiencing early life stress (ELS) has been associated with an increased risk of psychiatric disorders including depression and anxiety in adulthood [1–3]. Individuals with a psychiatric disorder who were exposed to ELS are also less likely to respond well to treatment compared to those who were not [4, 5], perhaps indicating distinct mechanisms by which ELS can program future outcomes. A growing number of studies have reported ELS during childhood increases the risk for future psychiatric disorders [6, 7] and there are well-described long-term adverse consequences of prenatal exposure to maternal stress on mental health in offspring [8–10]. However, less is known about the long-term effects of ELS experienced specifically during the neonatal period. Most studies addressing stressors during the perinatal period have been undertaken in babies born preterm (birth at less than 37 weeks of gestation), with previous studies suggesting that stressful events such as exposure to painful procedures can affect brain development [11] and programme future stress responses [12].

One potential mechanism by which ELS may act is through programming of the HPA axis [13] and studies of ELS in animal models have described altered stress reactivity, neuronal activation and differences in DNA methylation within the hypothalamus [14–17], which is a key mediator of the ELS response [17, 18]. Such studies have led to the proposal that changes in DNA methylation may at least partially mediate the effects of ELS, through influencing transcriptional events [19]. Moreover, several stress-related stimuli including glucocorticoids [20] and neuronal activity can affect DNA methylation [21]. In humans, changes in DNA methylation have been seen in post-mortem hippocampal tissue from individuals exposed to ELS [22] and peripheral DNA methylation around the *FKBP5* gene has been proposed to mediate the response to ELS in humans [23].

To better understand the influence of ELS on neurodevelopment and to dissect the underlying mechanisms, animal models have been used [24]. Various ELS models, including maternal separation and altered maternal care have been associated with an array of different phenotypes, including effects on the hypothalamic–pituitary–adrenal (HPA) axis and vulnerability to adult stress [24]. Maternal separation is the most common model of ELS which involves pup separation from the mother for ≥ 3 h/day for ≥ 10 consecutive days however considering the mother is the sole source of nutrition during this time, nutritional deficits may confound any findings in this model as hypoglycemia is independently associated with impaired neurodevelopment in humans [25]. To avoid this we used a modified maternal separation paradigm (MMS) to model ELS, involving short periods (1.5 h/day from postnatal day (P)4–P6 of brief maternal separation in combination with manual manipulation during the period of separation [26].

We hypothesised that MMS would result in perturbations of the hypothalamic transcriptome and DNA methylome and in altered stress-induced behaviour in adulthood. We tested this using a combination of candidate gene expression analysis (for genes involved in glucocorticoid signalling and DNA methylation), 3’mRNA sequencing and DNA methylation immunoprecipitation (meDIP) sequencing in the hypothalamus at P6 (immediately following MMS). We then performed behavioural assessment using the elevated plus maze (EPM), open field (OF) and in-cage behavioural analysis of habitual activity at 3–4 months of age in adult male mice. We found that MMS associates with profound changes in hypothalamic DNA methylation in the neonatal period and with a stress-specific hyperactive phenotype in adulthood.

## Methods and materials

### Animals

Experiments were carried out in accordance with University of Edinburgh guidelines and the UK Home Office Animals (Scientific Procedures) Act 1986. Adult C57/Bl6 mice (Harlan, UK) had ad libitum access to chow (Special Diets Services, Essex, UK) and water (lights on 07:00–19:00, temperature 22 °C). For mating, 2 females and 1 male were kept per cage. Dams were checked daily for new litters with P0 designated as the day of birth. Mice were weaned at P21 with littermates housed together. Neonatal experiments consisted of *n* = 10/group (10 independent litters), unless otherwise stated. Adult experiments were performed on *n* = 11/group (11 independent litters) for biochemistry, elevated plus maze (EPM), open field (OF) and tail suspension and *n* = 7 for in-cage behavioural analysis.

### Modified maternal separation (MMS) and behavioural testing

At P3, the litters were reduced leaving 4 male pups only. Within a litter, two males were randomly assigned to the control group and two to MMS. As previously described [26], MMS was performed between 1330 and 1500 daily from P4–P6 in a different room to their resident holding room. MMS pups were placed on a heating pad adjacent to the home-cage and for 1.5 h, pups were gently moved to the supine position whenever they returned to a prone position. Pups were then returned to the home-cage. Pups were weighed daily; weights were normalised to P4 weight.

Immediately after MMS on P6, one cohort was killed by decapitation. Trunk blood was collected, and blood glucose measured immediately using the AccuCheck Performa Glucometer (Roche, UK). Whole blood was collected in EDTA-coated tubes (Sarstedt, Germany) and plasma isolated and stored at − 80 °C. Whole brains were extracted and the hypothalamus dissected using the optic chiasm and the mamillary body recess as landmarks. Tissue was snap-frozen on dry ice and stored at − 80 °C.

A second cohort of mice was weaned at P21, with control and MMS littermates housed together. Behavioural testing was performed at P90–P100. The EPM was used as described [27]. Mice were placed in the centre zone facing the open arm and left to explore the maze for 5 min. The OF test was carried out as described [28], 24 h after the EPM. Mice were placed in the centre of the OF and allowed to explore for 5 min. Recording and analyses were performed automatically using the AnyMaze software (AnyMaze, Dublin). One hour after the OF, tail suspension testing was performed as described [29] for 6 min with the tester hidden. Recordings were analysed for time immobile with the investigator blinded to group.

At P120–P130, in-cage behaviour was analysed using the TSE-systems PhenoMaster (TSE-Systems, Germany). Mice were single-housed for 4 days for acclimatisation and then introduced into a fresh home-cage for testing. The mice were allowed to adjust to the novel environment for 24 h before measurements were taken. Activity measurements were automatically recorded through sensors over two consecutive 24-h periods, using detectors along the x- and y-planes. Data were averaged across 2 consecutive 24-h periods. Animals were killed by cervical dislocation. The brain was removed, leaving the pituitary gland in the skull for collection. The brain was then divided along the midline and the cortex was resected before hippocampal removal. The body cavity was then opened and the adrenal gland isolated from any surrounding fat. Tissue was frozen on dry ice and stored at − 80 °C.

### Corticosterone ELISA

Blood samples were collected by tail venesection at 7 am and 7 pm the day after the tail suspension test. Plasma corticosterone was analysed by ELISA (Enzo Life Sciences, Exeter).

### DNA/RNA extractions

DNA/RNA were extracted from the same sample using the Qiagen All Prep DNA/RNA Mini Kit (Qiagen, Manchester).

### Reverse transcription and quantitative PCR

1 µg of RNA was DNase treated with RQ1 RNase-free DNase (Promega, Hampshire). Reverse transcription was performed with the Applied Biosystems RT kit (Thermo Fisher Scientific, UK) in a G-Storm Thermocycler (Akribis Scientific Limited, Cheshire). qPCR primers were designed using the UPL assay design centre and cDNA samples analysed on a Roche LightCycler 480, normalised to the expression of the housekeeping gene *TBP*. Primers are listed in Additional file 1: Table S1.

### 3’mRNA sequencing

For 3’mRNA sequencing, 6 samples were randomly selected/group. Sequencing was performed at the Wellcome Trust Clinical Research Facility (University of Edinburgh). Library preparation was done using the QuantSeq 3’mRNA-Seq Library Prep Kit (Lexogen, Austria) and templates prepared using the Ion PI Hi-Q OT2 200 kit (Thermo Fisher Scientific, UK). Sequencing was performed using the Ion PI Chip Kit v3 (Thermo Fisher Scientific, UK), 12 samples/chip with an average of 7,822,219 reads/sample generated. This depth of sequencing has previously been shown sufficient for differential expression analysis [26, 30, 31]. The Ion Hi-Q Sequencing 200 Kit (Thermo Fisher Scientific, UK) and the Ion Proton platform were used for analysis. For data analysis, raw pH DAT files were converted to flow signals and aligned to the mm10 reference genome in an automated workflow (Torrent Suite v5.2.0). Analysis was performed using Galaxy [32] and Degust software. Gene Ontology (GO) analysis was carried as described [33, 34], using genes with a log fold change (logFC) > 1.5 [35, 36]. Transcription factor enrichment analysis was performed using oPOSSUM-3 software, with a Fisher score < 7 and a Z-score < 10 taken as significant enrichment [37]. Data are available through the Gene Expression Omnibus (GSE147375).

### DNA methylation immunoprecipitation and sequencing

For DNA methylation immunoprecipitation (meDIP) sequencing, three pooled samples/group were used. These 3 pooled samples were generated by randomly allocating the 10 independent samples/group into 3 groups, before sequencing with the Ion Proton platform [38]. This was done to increase biological diversity across sequenced samples. A mean read length of 133-144 bp and 24,288,817–34,030,252 reads/sample was achieved. Reads were aligned to the mm10 genome using Torrent Suite v5.2.0. Aligned reads were sorted using SAMtools, before calling peaks using MACS2 (v2.1.1) -f BAM –broad –broad-cutoff 0.05 -B -g hs, over corresponding inputs [39]. To detect differentially methylated regions (DMRs), we used Diffbind with DESeq2 and edgeR [40]. DMRs were assigned to genes and other genomic features using the HOMER (v4.8) annotatePeaks tool [41]. Data were normalised to a pooled input for each group and subtracted from an IgG control. Sequencing data are available through the Gene Expression Omnibus (GSE146892).

### Statistical analysis

Statistical analyses were performed using IBM SPSS software version 24. Independent t-tests were used for comparisons between control and MMS at a single timepoint. Repeated measures ANOVA was used for the comparisons between control and MMS at multiple time-points (i.e. AM and PM). For all experiments a p-value or FDR of 0.05 was taken as statistically significant.

## Results

### MMS is not associated with early alterations in weight, glucose or plasma corticosterone

In agreement with our previous report, there were no differences in weight gain (t-statistic = − 0.49, *p* = 0.62 for area under the curve, df = 18) (Fig. 1A) [26]. MMS also had no effect on blood glucose (t-statistic = − 0.11, *p* = 0.91, df = 10) (Fig. 1B) or plasma corticosterone concentrations (t-statistic = 0.009, *p* = 0.99, df = 14) (Fig. 1C) between groups. Removal of the apparent outlier from the MMS group in Fig. 1C does not change the statistical interpretation of the results.

**Fig. 1:**
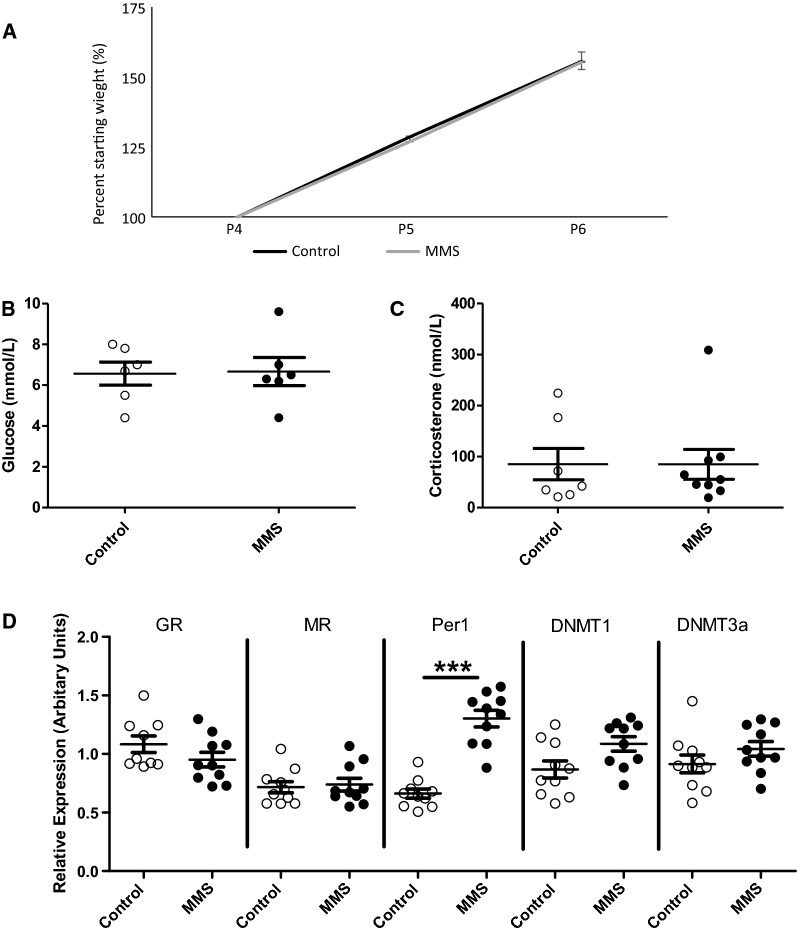
MMS is not associated with alterations in weight gain, blood glucose or plasma corticosterone, but is associated with changes in candidate gene expression in the hypothalamus. **A** There was no difference in weight gain between control (black solid line) and MMS (orange dashed line) groups during MMS (*p = *0.62 for area under the curve, df = 18), *n* = 10/group. Pup weight was standardised to 100% at the P4 timepoint. There were no differences between control (clear circles) and MMS (black filled circles), in (**B**) blood glucose (*p = *0.91) (*n* = 6/group, df = 10) or (**C**) plasma corticosterone concentrations (*p = *0.993, df = 14) immediately following MMS (*n* = 7 and 10/group). **D** Following a Bonferroni correction for multiple comparisons the threshold for statistical significance was set at *p* < 0.01. MMS was associated with increased mRNA expression of Per1 (*p = *0.009, df = 18) but DNMT1 (*p = *0.03, df = 19) fell marginally outside this threshold. There were no differences in the expression of GR (*p = *0.36, df = 17), MR (*p = *0.77, df = 18) or DNMT3a (*p = *0.21, df = 18), *n* = 10/group. All statistical comparisons were made by independent t-test. Error bars indicate standard error of the mean

### MMS associates with early changes in hypothalamic gene expression

Analysis of hypothalamic expression of genes involved in glucocorticoid signalling and DNA methylation revealed increased expression of the glucocorticoid responsive gene *Period 1* (*Per1*) (t-statistic = − 7.9, *p* = 0.009, df = 18), which is associated with circadian rhythms, and there was a point difference in *DNA methyltransferase 1* (*DNMT1*) expression, which did not pass the corrected p-value threshold (t-statistic = − 2.28, *p* = 0.03, df = 19) (Fig. 1D). There were no changes in the expression of the *glucocorticoid receptor* (*GR*) (t-statistic = 0.942, *p* = 0.36, df = 17), *mineralocorticoid receptor* (*MR*) (t-statistic = − 0.3, *p = *0.77, df = 18) or *DNA methyltransferase 3a* (*DNMT3a*) (t-statistic = − 1.3, *p* = 0.21, df = 18).

Next we used 3’ mRNA sequencing to evaluate the whole hypothalamic transcriptome. This method has been shown to yield comparable differential expression results to that of traditional RNA sequencing methods, but with a greatly reduced sequencing depth [30, 31]. Analysis of 3’mRNA sequencing data identified only one gene (*D630033O11Rik*, labelled in Fig. 2A) as differentially expressed (FDR < 0.05). Multi-dimension scaling (MDS) showed poor clustering of groups (Additional file 2: Fig. S1A). GO analysis of genes with logFC > 1.5 [35, 36] (Fig. 2A: blue = downregulated, red = upregulated) revealed enrichment for terms associated with “DNA binding RNA polymerase specific” and “Ligand-gated cation channel activity” within the molecular function category (Fig. 2B). Genes identified in these enrichment terms with the greatest logFC were *NR4A3* and *FOS*; upregulation of both genes was validated by qPCR (Fig. 2C) (*NR4A3*; t-statistic = − 3.34, *p* = 0.004, df = 16 and *FOS*; t-statistic = − 6.37, *p* > 0.001, df = 17). Transcription factor binding enrichment analysis of genes with logFC > 1.5 showed enrichment in motifs associated with factors with neurodevelopmental functions (Additional file 2: Fig. S1B) including Nuclear Factor kappa B (NFkB) [42], Hypoxia Inducible Factor (HIF) 1α [43] and Krüppel-like factor 4 (KLF4) [44, 45]. See Additional file 1: Table S2 for a full list of genes with a logFC greater than 0.5.

**Fig. 2:**
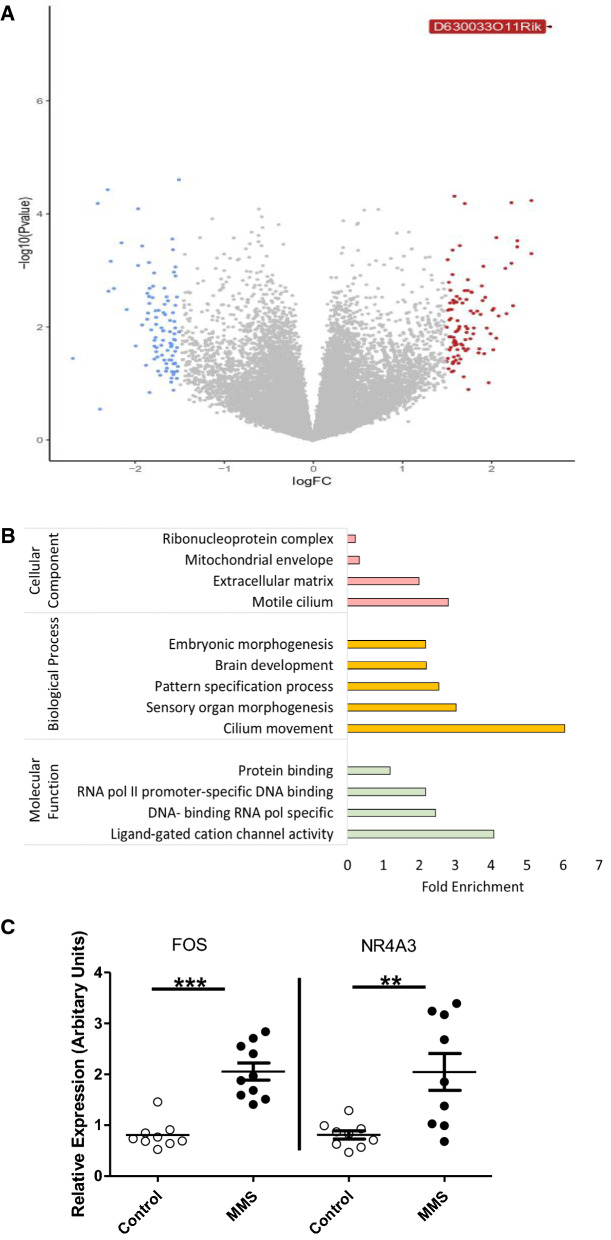
3’ mRNA sequencing of the hypothalamic transcriptome reveals only subtle changes associated with MMS. 6 samples were sequenced per group. **A** Volcano plot showing differential gene expression between groups, genes with a logFC greater than 1.5 are coloured blue (decrease) or red (increase). Only 1 gene (D630033O11Rik) had an FDR > 0.05. **B** Gene Ontology analysis of genes with a logFC > 1.5 (i.e. those coloured blue or red in **A**) for cellular component (pink), biological process (yellow) and molecular function (green). **C** Gene expression patterns, from control (clear circles) and MMS (black filled circles), identified from 3’ mRNA sequencing and Gene Ontology were validated using qPCR. FOS was enriched in the Gene Ontology term “Ligand-gated cation channel activity” and NR4A3 was identified from the enriched term “DNA-binding transcription activator activity, RNA polymerase II-specific”, in the biological process category. Both FOS (*p* > 0.001, df = 17) and NR4A3 (*p = *0.004, df = 16) were significantly increased in expression following MMS

### MMS associates with early alterations in hypothalamic DNA methylation

Previous research has shown ELS can affect DNA methylation [17]. As such, we postulated that DNA methylation might be affected following MMS. 

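Modified maternal separation (MMS) took pups from the dam for 1.5 h per day from postnatal day 4 to postnatal day 6, and the hypothalamus was collected on day 6. DNA of 10 males per group was pooled into 3 samples per group, so each library holds several animals and the spread between single animals is not measured. Methylated DNA immunoprecipitation (meDIP) enriches fragments with an antibody against methylated cytosine, and the reads over a region rise with its methylation and with its number of CpG sites. There were 3 control and 3 MMS meDIP libraries, with 2 pooled inputs and 1 IgG control. The sample labels name the methylcytosine antibody for the inputs and the IgG control as well, which the paper does not settle, and these were identified by their titles and the paper's methods. The authors aligned the reads to mm10, called broad peaks with MACS2 over the inputs and compared the groups with DiffBind. The methods give the human genome size setting (-g hs) for MACS2, a setting that enters the expected background of each peak. The authors' deposited table lists each differentially methylated region (DMR) with the log2 mean of normalised reads over all 6 meDIP libraries, the log2 mean of each group, the log2 difference between the groups, a p-value and a false discovery rate (FDR). It gives no value per library, so no spread between the pools can be computed and the depth of each library behind a value is not given. Group means in it have a lowest value, -0.17 in control and -0.24 in MMS, and a difference against a group at that value depends on where it was set. The group columns are named untreated and treated, and were read as control and MMS. Directions were taken from the group means. Positions are those of GRCm38 (mm10), and features and sequence were added from GENCODE and the matching reference genome. The background for features was the same regions moved at random within their chromosome 1000 times, not the regions tested by the authors.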

We investigated this using meDIP sequencing within the hypothalamus. 

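The authors' deposited table holds 12949 DMRs, all with an FDR of 0.05 or lower. Of these, 8105 (62.6%) had the higher mean in MMS and 4844 the higher mean in control. Of the alternatives run, a minimum log2 difference of 2 moved the share most, and left 9051 DMRs with 80.6% higher in MMS. None of these alternatives left out DMRs with a group near its lowest value, without which more DMRs are higher in control. Among the 100 DMRs with the smallest p, 47 were higher in MMS. Their widths ran from 141 to 10206 bp with a median of 544 bp. The median log2 difference, MMS minus control, was 3.43 in DMRs higher in MMS and -1.73 in DMRs higher in control. DMRs were found on every chromosome, at 4.41 to 7.10 per Mb of sequence on the autosomes, 0.612 per Mb on chromosome X and 0.0454 per Mb on chromosome Y. The share higher in MMS lay between 59.2% and 65.7% on the autosomes.

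**Figure D1:**
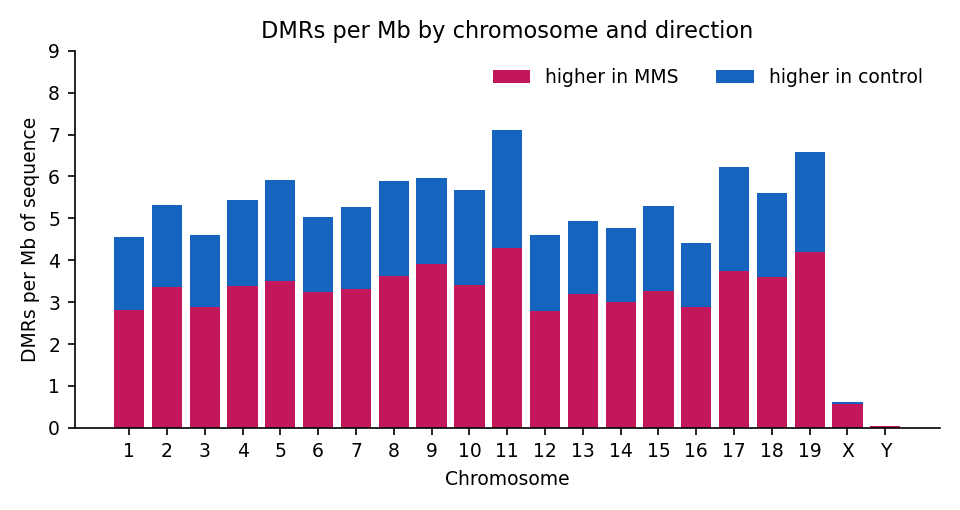
DMRs per Mb of sequence (y axis) on each chromosome (x axis), stacked by direction, as counted from the authors' deposited table. Chromosome X has 100 DMRs, 92 of them higher in MMS, and chromosome Y has 4.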

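In the authors' deposited table the smallest p, 3.2e-21, belongs to an intergenic DMR on chromosome 3 from 8245379 to 8246388, with a log2 mean of 7.95 in control and -0.24 in MMS. Its nearest protein-coding gene, Stmn2, lies 262972 bp away. In the reference it has 43 alignments of at least 100 bp and 95% identity, with itself counted, and the longest one elsewhere spans 165 bp, so these are matches to parts of the DMR. The reference sequence at its centre, on the plus strand from 8245843 to 8245923, is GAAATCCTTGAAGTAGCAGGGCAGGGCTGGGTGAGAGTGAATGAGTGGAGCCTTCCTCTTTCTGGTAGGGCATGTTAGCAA, with 0 CpG sites in these 81 bp and 3 in the 1010 bp of the DMR. Next in the authors' deposited table are intergenic DMRs higher in control, on chromosome 13 from 3372335 to 3374324 (6.65 in control, -0.24 in MMS) and on chromosome 17 from 29422497 to 29423513 (5.96 and 1.56), each with 1 such alignment, the DMR itself. Of DMRs higher in MMS, the authors' deposited table gives the smallest p, 2.24e-14, to a region in an intron of Kcnh8 on chromosome 17 from 52740436 to 52741042, with a log2 mean of 1.22 in control and 5.93 in MMS. It has 5 CpG sites in 607 bp and aligned to itself alone, and its centre from 52740699 to 52740779 reads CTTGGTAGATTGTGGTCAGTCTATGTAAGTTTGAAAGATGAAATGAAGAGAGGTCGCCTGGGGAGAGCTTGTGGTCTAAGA on the plus strand. A pair of DMRs on chromosome 9 follow in the authors' deposited table, from 3033712 to 3036432 over Gm17535 and Gm26870 (-0.17 in control, 6.51 in MMS) and from 35305314 to 35305578 in an intron of Gm33838 (-0.17 and 7.97). These are repeat sequence over 96.9% and 100% of their length and have 11 and 15 alignments. The longest one elsewhere spans 250 bp of the first, and the second has 9 elsewhere over at least 90% of its length, so reads from other places can fall on parts of the first and on the whole of the second.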

We identified 13,000 DMRs across the genome. Principal component analysis showed a distinct effect of MMS on DNA methylation (Fig. 3A). All DMRs are represented in the heatmap depicted in Fig. 3B, clustered by Euclidian distance and within group samples were highly correlated (Fig. 3C). 

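Values per library were not used here, so the rows of the heatmap are described by the group means of the authors' deposited table. In DMRs higher in MMS the median of the higher group was 4.09 and that of the lower group 0.20 on the log2 scale. In DMRs higher in control these medians were 5.13 and 3.33. The control mean lay within 0.5 of its lowest value in 4274 DMRs higher in MMS, which is 52.7% of them. The MMS mean did so in 223 DMRs higher in control, or 4.60%. With both sets left out, more of the remaining DMRs were higher in control than in MMS. In 3917 and 185 DMRs the lower group was exactly at its lowest value. DMRs higher in MMS were narrower, with a median of 516 bp against 596 bp (two-sided permutation test across regions, p = 1e-05, the smallest it can give; regions are not independent replicates). With DMRs at the lowest value left out, the difference in median log2 width was 0.00712 (p = 0.75 from the same permutation test). At an FDR under 0.01 it was 0.0556 (permutation p = 0.197). DMRs under 300 bp were 27.2% of those higher in MMS and 28.7% of those higher in control, so the difference does not hold at every width. From the principal components the paper states a distinct effect of MMS on DNA methylation, and it gives the heatmap as the picture of all DMRs.

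**Figure D2:**
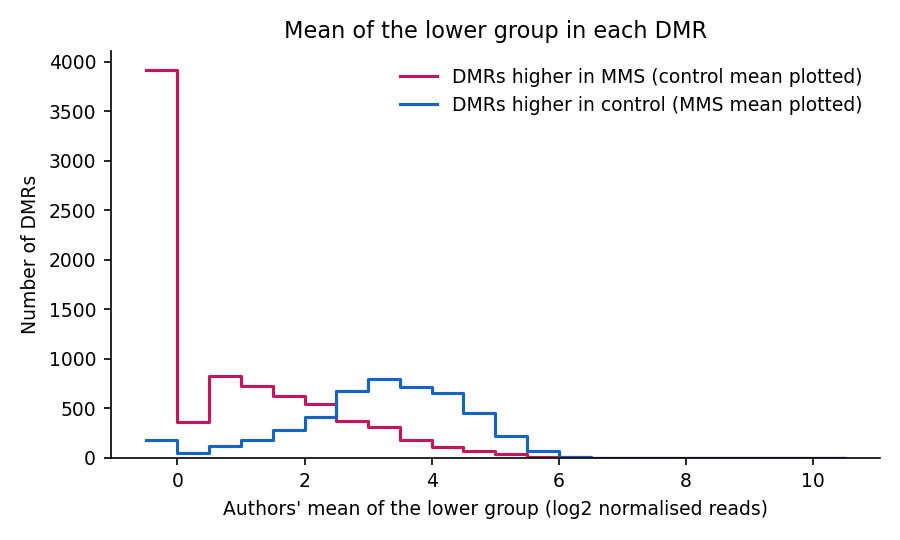
Number of DMRs (y axis) by the authors' log2 mean of the lower group (x axis, bins of 0.5), for DMRs higher in MMS and DMRs higher in control. The lowest bin holds 3917 DMRs higher in MMS and 185 higher in control.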

Next, we identified DMRs associated with protein coding regions (Fig. 3D). 

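Each of the 12949 DMRs was assigned by its centre to a feature of the GENCODE annotation, with a promoter from 1000 bp upstream to 100 bp downstream of a transcription start. Introns held 5921 DMRs (45.7%) and intergenic DNA 5327 (41.1%). The same regions placed at random gave 5209 in introns (5031 to 5398 over 1000 placements) and 6320 in intergenic DNA (6096 to 6488). Exons held 426 DMRs against 295.8 at random (242 to 356), and 3′ UTRs 148 against 115.8 (78 to 152). Transcription end sites held 589 against 506.2 (437 to 570) and 5′ UTRs 7 against 12.5 (3 to 27). A protein-coding gene body was touched by 6401 DMRs (49.4%), in 4147 of 21938 protein-coding genes. DMRs had a median of 1.33 CpG per 100 bp and a GC content of 47.4%, where random places had 0.642 and 41.8%. The random places were not limited to regions with meDIP reads. DMRs higher in MMS had fewer CpG per 100 bp than DMRs higher in control, 1.27 against 1.43 (two-sided permutation test across regions, p = 1e-05, the smallest it can give). At an equal mean of the higher group the difference was -0.021, with a bootstrap interval of -0.067 to 0.016 that spans 0. Gene bodies with the most DMRs were those of Gm20388 (56 DMRs over 4435 kb), Fgfr2 (19 over 2961 kb), Camta1 (17), Smyd3 (14) and Wwox (13). Per 100 kb of gene these were 1.26, 0.642, 1.80, 2.47 and 1.42 DMRs in that order, so the order by density differs from that by count. Gene bodies were taken from the lowest to the highest annotated position. DMRs counted for the long spans of Gm20388 and Fgfr2 can therefore lie in other genes, which was not examined.

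**Figure D3:**
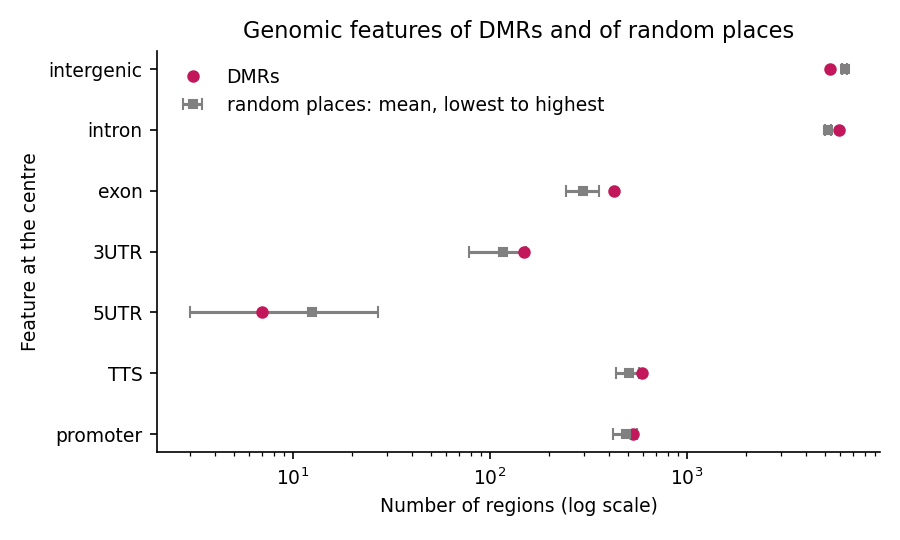
Number of DMRs per feature (x axis, log scale) beside the same regions placed at random 1000 times, shown as the mean with the lowest and highest placement. Introns and exons lie above every random placement and intergenic DNA below.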

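Ontology terms were not used here, and synaptic gene families were taken by symbol instead. The number of genes with a DMR in the gene body was set beside 10000 random sets of protein-coding genes of like length, since long genes have more room for a DMR. A DMR was found in 3.11% of genes under 10 kb and in 79.7% of genes over 300 kb. Over 9 synaptic families, 72 of 182 genes (39.6%) had a DMR, and random sets of any length gave 34.3 (24 to 45, one-sided permutation p against random sets = 1e-04, the smallest the sets can give). Sets matched on length gave 83.3 (73 to 94, one-sided permutation p = 0.988). Among ionotropic glutamate receptors 9 of 18 had a DMR, where matched sets gave 11.1, and Grid1 had the most with 8. In cadherins 12 of 23 genes had a DMR, where matched sets gave 12.0, and Cdh13 had the most with 8. For postsynaptic scaffolds the count was 10 of 16 genes against 7.70 (one-sided permutation p = 0.136, adjusted p = 0.545), with Dlgap1 at 8 DMRs. Neurexins and neuroligins had 5 of 6 against 3.64 (one-sided permutation p = 0.135, adjusted p = 0.545), with 3 DMRs in Nrxn3. GABA-A receptor subunits had 4 of 19 against 7.71, with 3 DMRs in Gabrr1. Metabotropic glutamate receptors had 4 of 8 (most in Grm8, 3), protocadherins 20 of 69 (Pcdh15 among the genes with 2), contactins and contactin-associated proteins 7 of 13 (Cntn4, 5) and Lrrtm and Slitrk proteins 1 of 10 (Lrrtm4, 3). With the length match and Benjamini-Hochberg adjustment over 12 families, 0 synaptic families passed 0.05, and without the length match 6 did. If every gene of a family had a DMR, p would be 0.0104 for neurexins and neuroligins, 0.0024 for metabotropic glutamate receptors and 0.0026 for contactins, where a family needs 0.00417 to pass by itself, so the first of these could not have passed by itself and the others only near a full count. Of comparison families, 14 of 1093 olfactory receptor genes had a DMR, fewer than the 49.9 of their matched sets (37 to 63). Keratins had 5 of 53 against 2.62 (0 to 6), and genes with ribosomal protein symbols 8 of 96 against 6.26 (3 to 10). That last family was taken by symbol and includes the kinase Rps6kc1, which had the most DMRs in it (5).

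**Figure D4:**
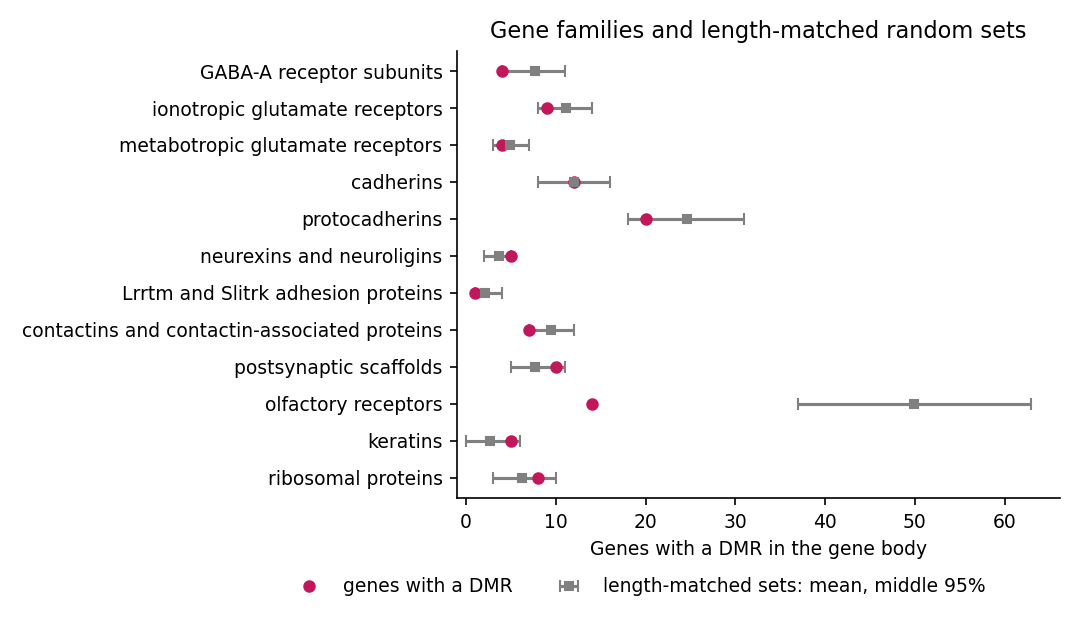
Genes with a DMR in the gene body (x axis) in each family, beside random sets matched on gene length, shown as the mean with the range of the middle 95% of sets. Cadherins, at 12 genes, sit at the mean of their matched sets.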

GO analysis revealed enrichment for terms associated with various synaptic elements (Fig. 3E). 

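The p-values and FDR of the authors' deposited table come from DESeq2 within DiffBind. FDR times rank divided by p gives a median of 152490 regions tested, so the listed DMRs are 8.49% of them. An FDR recomputed from p and that number differed from the deposited FDR by at most 0.652%. The largest p listed was 0.00424 and the smallest log2 difference 0.68 in size. At an FDR under 0.01 there were 6512 DMRs (67.4% higher in MMS), and under 0.001 there were 2332 (65.5%). Joining DMRs of the same direction less than 1 kb apart left 12921. The calls of edgeR were not used here.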

Differential methylation analysis was performed using DESeq2, but there was a substantial overlap of DMRs identified using an alternative method (edgeR) (Additional file 2: Fig. S2A). 

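Of the 1081 genes in the paper's Table S2, 1027 were found in the annotation, and 192 of them had a DMR in a protein-coding gene body. The header of that table names control against MMS, but Fos and Nr4a3, which the paper reports as increased by MMS, are positive in it, so positive was read as higher in MMS. For the DMR with the smallest p in each gene, the log2 difference MMS minus control and the expression log fold change gave Pearson's r = 0.075 (two-sided permutation test, p = 0.3, adjusted p = 0.827 over 10 correlations) and Spearman's rho = 0.0538 (permutation p = 0.459, adjusted p = 0.827). This is a correlation across genes, which are not independent replicates. Both changes had the same sign in 91 of 192 genes (47.4%). Taking the nearest transcription start moved r most, to -0.0181 over 326 genes (permutation p = 0.746, adjusted p = 0.872). The largest expression changes among these genes were in Ttr, Agrp, Lbp, Ccdc158 and Hydin, with log fold changes of -2.13, -1.38, -1.36, -1.32 and -1.31 in the paper's Table S2. The paper's p for these is 0.286, 0.234, 0.068, 0.00618 and 0.0189 in that order, so the first 3 changes are not past 0.05 even before adjustment. The authors' deposited table has the DMR of Ttr lower in MMS by a log2 difference of -1.82 (chromosome 18, 20673408 to 20673783, intron) and that of Agrp by -1.37 (chromosome 8, 105619095 to 105619970, intron). It has those of Lbp (exon), Ccdc158 (promoter) and Hydin (intron) higher in MMS by 5.31, 4.14 and 3.53. For Lbp and Ccdc158 the control mean is at its lowest value, -0.17, so the size of these differences depends on where that value was set.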

There was no correlation between DMRs associated with protein coding regions and transcript expression (Additional file 2: Fig. S2B). In particular, although DNA methylation in promoter regions is classically associated with gene expression [46], fewer than 20 promoter DMRs were identified, and these were not associated with transcript expression. 

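A centre within a promoter was found for 531 DMRs (4.10%), where random placement gave 489.5 (421 to 558), and 29 of 1000 placements gave as many. Promoters held 344 DMRs higher in MMS (4.24%) and 187 higher in control (3.86%; Fisher's exact test, two-sided p = 0.293). The promoter of a protein-coding gene was hit by 342 of them. The count rests on the annotation, since GENCODE lists many transcripts per gene. Of genes with a promoter DMR, 17 are in the paper's Table S2, and in 13 of these the changes in methylation and expression had opposite signs. Shuffled pairs gave 10.8 on average (one-sided permutation p = 0.192). Across the 17 genes Pearson's r was -0.406 (two-sided permutation p = 0.104) and Spearman's rho -0.267 (permutation p = 0.301). This comparison was chosen after the values were seen. In the authors' deposited table the promoter DMR of Slc2a10 (chromosome 2, 165502871 to 165503309) is higher in MMS by 5.03 on the log2 scale, with control at its lowest value of -0.17. The paper's Table S2 gives it a log fold change of -0.83 with p = 0.0959, not past 0.05 even before adjustment. Slc2a10 was named after its values were seen. Some others of the 17 have a smaller p in the paper. Ccdc158 has 0.00618 with opposite signs of both changes, and Il25 has 0.00579 with the same sign.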

See Additional file 1: Table S3 for a full list of DMRs.

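The copy of Table S3 used here leaves out the last 10950 of its 12949 rows, so no overlap or enrichment was tested on it. Each row at hand had the same start, end, log2 difference and FDR as a row of the authors' deposited table. The 12949 DMRs cover 8217360 bp in all. The quartiles of their width were 279 and 825 bp.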

**Fig. 3:**
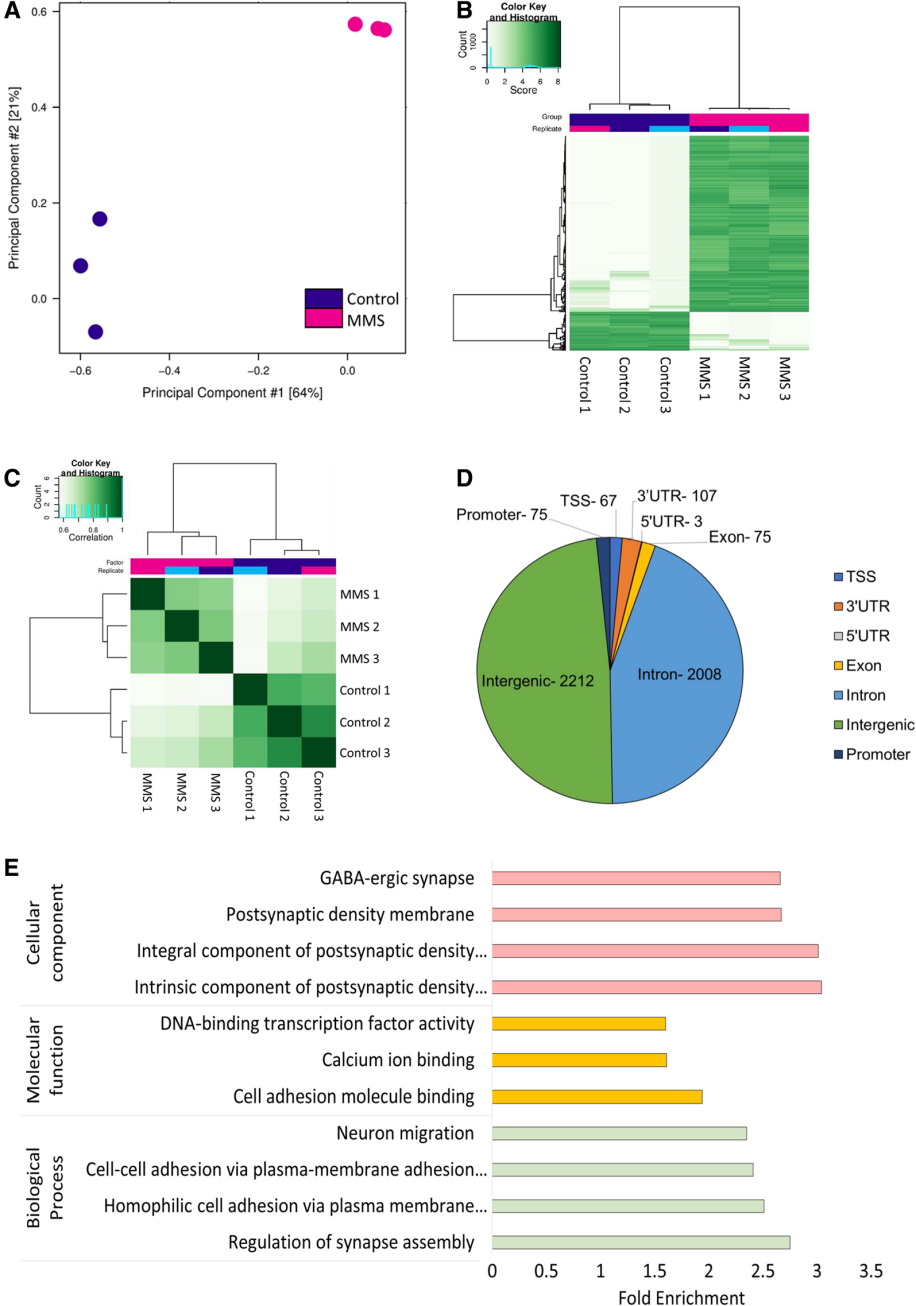
Widespread alterations in DNA methylation within the hypothalamus following MMS using meDIP sequencing. 3 samples were sequenced per group. **A** Principal component analysis of differentially methylated regions shows distinct clustering of control (blue) and MMS (pink) groups. Principal components 1 and 2 accounted for 64% and 21% of variance in the dataset, respectively. **B** Heatmap of all DMRs throughout the genome with an FDR < 0.05, which are clustered by Euclidian distance. **C** Correlation map of control and MMS samples following meDIP sequencing clustered by Euclidian distance. **D** Catalogue of the DMRs associated with protein coding regions. Numbers indicate numbers of DMRs associated with that region. (E) Gene Ontology analysis of differentially methylated sites (FDR < 0.05) associated with protein coding regions. Terms for cellular component (pink), molecular function (yellow) and biological processes (green) are shown. Notably, there is enrichment of synapse-associated terms under cellular component and biological processes

### MMS is associated with hyperactivity in the elevated plus maze (EPM) and open field maze (OF) but normal habitual in-cage movement at 3–4 months

Representative track plots for control and MMS mice in the EPM are shown in Fig. 4A, B. Mice exposed to MMS travelled further in the EPM (t-statistic = − 2.43, *p* = 0.02, df = 20) (Fig. 4C) but there were no differences in the time spent in open (t-statistic = − 0.76, *p* = 0.46, df = 20), closed (t-statistic = 1.41, *p* = 0.28, df = 20) or centre (t-statistic = – 1.02, *p* = 0.32, df = 20) areas (Fig. 4D). MMS mice also had a higher average speed (t-statistic = − 2.46, *p* = 0.02, df = 20) and total mobile time (t-statistic = − 2.49, *p* = 0.02, df = 20) (Additional file 2: Fig. 3A and B). MMS mice also travelled further in the closed arm (t-statistic = − 2.1, *p* = 0.048, df = 20), with no difference in visit duration (t-statistic = 1.94, *p* = 0.06, df = 20) (Additional file 2: Fig. 3C and D), while there were no differences in distance travelled in the open arms (t-statistic = − 0.9, *p* = 0.38, df = 20) or in visit duration (t-statistic = 0.13, *p* = 0.90, df = 20) (Additional file 2: Fig. 3E and F). Representative track plots for the control and MMS groups in the OF are shown in Fig. 4E and 4F. MMS mice travelled further (t-statistic = − 2.57, *p* = 0.02, df = 21) (Fig. 4G) but did not show altered preference for the inner (t-statistic = − 1.91, *p* = 0.07, df = 20) and outer zones (t-statistic = 1.91, *p* = 0.07, df = 20) (Fig. 4H). MMS mice also moved faster (t-statistic = − 2.57, *p* = 0.02, df = 20) and spent more time mobile (t-statistic = − 2.56, *p* = 0.02, df = 20) (Additional file 2: Fig. 4A and B). MMS mice travelled further in the OF inner (t-statistic = − 2.69, *p = *0.02, df = 20) and outer (t-statistic = − 2.15, *p* = 0.04, df = 20) zones, with a shorter length of visit to the outer zone (t-statistic = 2.11, *p* = 0.048, df = 20) (Additional file 2: Fig. 4C–F). There were no differences between groups in time immobile (t-statistic = − 1.01, *p* = 0.32, df = 20) during the tail suspension test (Additional file 2: Fig. 4G).

**Fig. 4:**
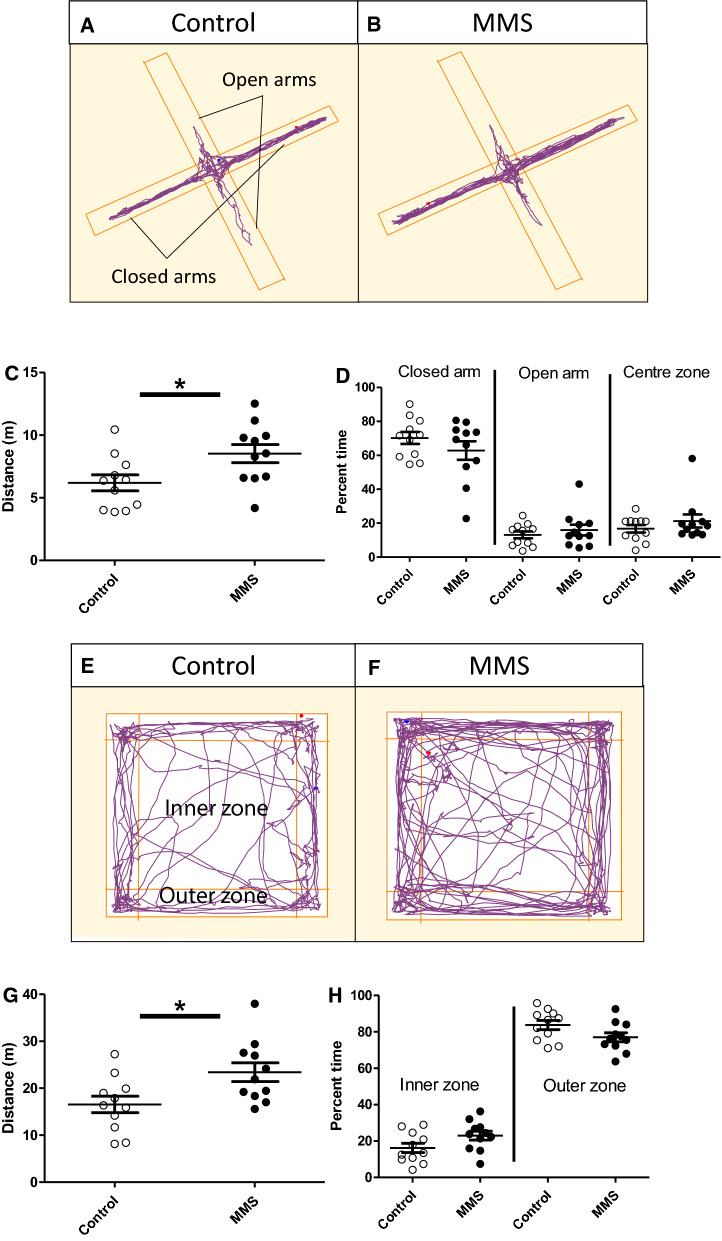
MMS is associated with hyperactivity in the elevated plus (EPM) and open field (OF) maze. (**A** and **B**) Representative track plots for control and MMS groups in the EPM, with the open and closed arms of the maze indicated in **A**. **C** The MMS group travelled further during the EPM (*n* = 11/group) (*p = *0.02, df = 20), but there were no differences in the time spent in the open (*p = *0.457, df = 20), closed (*p = *0.267, df = 20) or centre (*p = *0.32, df = 20) areas **D**. **E** and **F** Representative track plots for control and MMS groups in the OF with the inner and outer zones indicated in E. **G** The MMS group travelled further in the OF (*n* = 11/group) (*p = *0.02, df = 21) and spent similar amounts of time in the inner (*p = *0.07, df = 20) and outer zones (*p = *0.07, df = 20) (**H**). Independent t-tests were used for **C**, **D**, **G** and **H**. Error bars indicate standard error of the mean

The EPM and OF constitute novel stressful environments. As such our next question was whether this hyperactivity was representative of higher habitual activity (used here to reference the animal’s constitutive home cage activity, as opposed to the activity formally measured in the OF and EPM). or specifically related to the novel environment. In-cage behavioural monitoring using the TSE PhenoMaster system tracked movement over a 24-h period (two consecutive 24-h periods were averaged for each animal). Monitoring revealed no differences in habitual activity between groups in cumulative movement (Fig. 5), movement during light/dark phases (*p* = 0.25, *f* = 1.40, df = 24) (Fig. 5B), or movement associated with grooming behaviours (t-statistic = − 0.05, *p* = 0.96 and 0.73, respectively, df = 12) (Additional file 2: Fig. 5A and B). As expected, there was, a significant effect of time (*p* = 0.003, *f = *10.57, df = 24) such that animals were more active during the dark phase (Fig. 5B). Detailed analysis of other habitual and circadian behaviour patterns showed no differences in food intake, calorie expenditure and fuel usage (Additional file 2: Fig. 5C-E). Finally, there were no differences in diurnal plasma corticosterone concentrations (main effect of MMS; F = 0.453 and p = 0.506, main effect of time (i.e. AM/PM); F = 5.512 and p = 0.025 interaction effect; F = 1.37 and *p = *0.26), total body weight (*p = *0.144), lean body mass (*p = *0.553) or fat mass (*p = *0.364).

**Fig. 5:**
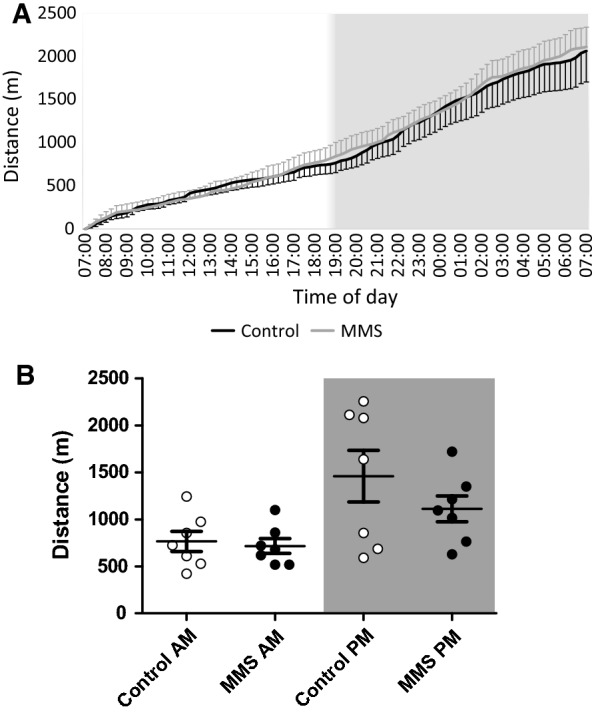
No change in habitual activity associated with MMS. In-cage behavioural monitoring using the TSE PhenoMaster system tracked movement over a 24-h period (two consecutive 24-h periods were averaged for each animal). **A** Cumulative distance travelled with respect to time of day, the light aspect of the graph indicates when the lights were on and the dark aspect indicates when the lights were off. **B** Total movement calculated for the light and dark phase (indicated by AM and PM, as well as the light and dark aspects) revealed no difference between the groups (*p = *0.25, f = 1.40, df = 24) (*n* = 7/group) and no interaction with time (*p = *0.38, f = 0.79, df = 24). As expected, there was, a significant effect of time such that animals were active during the dark phase (*p = *0.003, *f = *10.57, df = 24). A two-way ANOVA with repeated measures was used to assess statistical associations in **B**. Error bars indicate standard error of the mean

### MMS does not associate with persistent changes in candidate gene expression or DNA methylation in the adult hypothalamus.

We next evaluated the expression of genes associated with stress signalling in the adult hypothalamus. We identified no changes in the expression of *GR* (t-statistic = 0.96, *p = *0.35, df = 15), *MR* (t-statistic = 0.31, *p = *0.76, df = 18), *Per1* (t-statistic = 0.26, *p = *0.80, df = 15) or *FKBP5* (t-statistic = 0.36, *p = *0.72, df = 15) (Additional file 2: Fig. 6A). Further, there were no changes in the expression of stress-associated genes elsewhere in the HPA axis including the adrenal and pituitary glands (Additional file 2: Fig. 6B and C). We did however find changes in expression of the *GR* (t-statistic = − 3.41, *p = *0.003, df = 18), *FKBP5* (t-statistic = − 3.31, *p = *0.003, df = 18) and *Per1* (t-statistic = − 3.29, *p = *0.004, df = 20) in the hippocampus (Additional file 2: Fig. 6D).

## Discussion

We show that ELS is associated with profound early changes in the hypothalamic DNA methylome and with changes in stress-induced behaviour in young adulthood. Animal models can be useful in furthering our understanding of the long-term effects of ELS and in facilitating the dissection of underlying mechanisms, however the large differences in experimental design and behavioural outcomes make interpretation difficult [47]; indeed, previous studies using maternal separation paradigms have described conflicting effects on behaviour [47]. We used a modified model of maternal stress [26] involving shorter periods of separation and frequent manipulation during the separation, with the lack of effects on weight gain and blood glucose levels supporting that MMS is a mild stressor and that maternal care is maintained. We speculate that the active manipulation component of MMS may lead to more consistent experience of the stress between pups and reduce heterogeneity in adult behavioural outcomes. Further, this model avoids hypoglycaemia as a confounder, which is important since hypoglycaemia is independently associated with atypical neurodevelopment [25].

Animal models of ELS have been associated with an array of behavioural phenotypes including alterations in anxiety-like behaviours [48], social interaction [49] and learning [50]. Previous studies have also hinted at stress-specific effects on behaviour following ELS. For instance, ELS in rodents has been associated with reduced memory in the object recognition task [51] but increased memory following fear conditioning [52]. In this study we used in cage behavioural monitoring to demonstrate that the hyperactivity seen in the OF and EPM following MMS was not representative of habitual increased levels of activity and as such indicates a stress-specific hyperactive phenotype. This is important as abnormal stress responses are present in a variety of neurodevelopmental and psychiatric disorders, including anxiety disorders [53], ASD [54], schizophrenia [55], bipolar disorder [56] and are also a consequence of ELS [6] and preterm birth (PTB) [12, 57, 58]. In humans, ELS has been associated with alterations in emotional regulation, reward processing, cognition and memory [59, 60]. Both ELS [61, 62] and PTB are associated with an increased incidence of ADHD [63]. Therefore, a plausible interpretation of our findings is that the ELS associated with neonatal manipulation plays a role in programming future stress response and that this is one potential mechanism underpinning the development of psychiatric disorders.

DNA methylation is dynamic during human brain development [64] and perturbations in DNA methylation are associated with several neurodevelopmental disorders, including ASD [65], schizophrenia [66] and ADHD [67]. A number of studies have reported that ELS is associated with differences in DNA methylation at loci which may affect HPA axis feedback [24, 68, 69]. We found substantial changes in hypothalamic DNA methylation immediately after MMS, and although this was not associated with widespread differences in gene expression, we did find a transcriptional signature of increased neuronal activation and an enrichment of DMRs in synapse-associated genes. In the adult brain neuronal activity is a potent modifier of DNA methylation [21], and DNA methylation has crucial roles in regulating synapse-associated genes [70]. Thus, it is possible that MMS-induced neuronal signalling may be one mechanism driving the early methylation changes. Considering the dynamic nature of DNA methylation during brain development [64] and the important role of the hypothalamus in HPA axis regulation [18], it is also possible that these early changes could be involved in programming stress-specific hyperactivity in adulthood.

Glucocorticoids are a primary mediator of the stress response, but MMS did not result in increased plasma corticosterone concentrations at P6. The classic mechanism of glucocorticoid action involves transcriptional alterations following GR binding, and an initial candidate approach to assess gene expression revealed increased expression of the glucocorticoid sensitive gene and circadian regulator, *Per1*. However, transcriptome-wide analysis revealed minimal changes in gene expression, and transcription factor binding enrichment analysis did not show enrichment for glucocorticoid binding elements. This suggests a limited role for traditional glucocorticoid-mediated transcriptional changes following MMS, in line with the well-characterised stress hyporesponsive period in neonatal rodents [71]. The lack of change in corticosterone in adulthood is perhaps not surprising given the lack of differences in the in-cage parameters and supports the suggestion that the observed behaviours are induced by exposure to a novel environment but are absent at rest.

PTB is a profound early life stressor and is associated with an increased risk of neurodevelopmental and psychiatric disorders. This is of great importance for public health policy, since PTB accounted for 10.6% of births worldwide in 2014 [72] and the rate has increased annually since 2014 in the United States [73]. One of the major long-term consequences of PTB is cognitive impairment [74] and PTB is also closely associated with autism spectrum disorder (ASD) [75], schizophrenia [76], attention deficit hyperactivity disorder (ADHD) [63] and various psychiatric disorders [77]. In mice, brain development at birth is roughly equivalent to that of a human at 24 weeks post-conception and matures to term equivalence by P10 [78], so that the time-points utilised in this study are of relevance to neurodevelopmental time-points in infants born preterm and our findings may have significance for infants born preterm. We and others have shown alterations in DNA methylation at key neurodevelopmental loci in infants born preterm in comparison to term born infants [79] although by necessity these studies have been done in peripheral tissues and whether there are also differences in relevant brain areas is unknown. Of note, preterm infants are also at increased risk for ADHD [63, 80] and although the mechanisms linking PTB with ADHD are unknown, hypotheses which have been advanced include ELS and HPA axis dysregulation [63]. Whether ADHD following PTB is particularly responsive to novel environments is unknown.

The primary limitation of this study is the use of only male animals. We chose to focus on males initially since in humans, males are more sensitive to neonatal stress associated with painful procedures [12] and animal studies suggest prenatal or early life stress may preferentially affect behavioural outcome in males [47, 81, 82]. However, in humans and animal models females have an increased risk of depression and anxiety disorders in later life following childhood stress [83, 84]. As such, future studies should focus on the investigation of outcome in both sexes following MMS.

In this study we used meDIP seq to identify DMRs associated with MMS. Although there is generally good local correlation between methylated cytosine residues [85], validation of our findings in future studies using methods with higher resolution such as whole genome bisulphite sequencing will be important. Furthermore in this study, sequencing was carried out on bulk hypothalamic tissue at a single timepoint. Future experiments should prioritise investigation of the transcriptome and DNA methylome within individual nuclei and at cellular resolution. Understanding the persistence of the DNA methylation changes we outline in the neonatal period, into adulthood will also be an important future consideration. Exploring the causal relationship of neonatal changes in DNA methylation to subsequent behaviour through emerging experimental, locus-specific modulation of DNA methylation [86] also promises to provide many exciting insights. Finally, in this study we investigated the hypothalamus, as it is a core modulator of the HPA axis and thus stress responses. However, it is clear that complex behaviours resulting from ELS are the result of contributions from several brain areas and neural circuits, including those in corticolimbic and striatal brain regions [87, 88]. Future studies should aim to evaluate these regions and to understand how they interact in the generation of complex behaviours in the context of ELS.

In conclusion, we have demonstrated differential methylation in the hypothalamus in the neonatal period and stress-induced hyperactivity in adulthood following ELS. We suggest that MMS is a useful model for the study of stress-associated alterations in brain development and may be of particular relevance to PTB.

## Supplementary Information

**Additional file 1: Table S1**. List of qPCR primers and associated UPL probe used in this manuscript. **Table S2** List of genes identified by 3’ mRNA sequencing with a logFC greater than 0.5. **Table S3** List of DMRs identified by meDIP sequencing with an FDR less than 0.05.

**Additional file 2: Fig. S1.** MDS plot and transcription factor binding enrichment analysis for 3’ mRNA sequencing. **A** MDS plot for all sequenced samples (control-blue and MMS-orange). Dimension 1 accounted for 50% of the total variance in the dataset, while dimension 2 accounted for 15%. **B** Transcription factor binding enrichment analysis using the oPOSSUM software, identifies transcription factors with binding sites overrepresented among genes which have a logFC > 1.5. Listed are the Fisher (clear bars) and Z scores (black bars) for each transcription factor. Statistical comparisons were done using an independent t-test. Error bars indicate standard error of the mean, *n* = 10/group. **Fig. S2** meDIP sequencing. **A** Venn diagram of 2 methods of analysis for differential DNA methylation shows significant overlap between DESeq2 and edgeR. There were 493 and 7047 unique DMRs associated with the edgeR and DESeq2 methods, respectively, with 12,456 DMRss identified in both methods. **B** There was no correlation between DMRs (y-axis) and expression of corresponding genes (logFC > 0.5; x-axis). Pearson correlation coefficient 0.07; *p = *0.36. **Figure S3** EPM. **A** The MMS group (black circles) moved faster than the control group (clear circles) (*p = *0.02, df = 20). **B** The MMS group spent more time mobile (*p = *0.02, df = 20), total test duration 300 s. **C** The MMS group travelled further in the closed arm (*p = *0.048, df = 20), but **D** there was no difference in the duration of each visit to the closed arm (*p = *0.06, df = 20). There were no differences in the distance travelled in the open arms of the maze (E; *p = *0.38, df = 20) or the average duration of visit to the open arms (F; *p = *0.90, df = 20). All comparisons were made using an independent t-test. Error bars indicate standard error of the mean, *n* = 11/ group. **Fig. S4** OF and tail suspension tests. **A** Animals in the MMS group (black circles) moved with a higher speed throughout the testing period when compared to controls (clear circles) (*p = *0.02, df = 20). **B** The MMS group spent more time mobile (*p = *0.02, df = 20), total test time 300 s. **C** The MMS group travelled further in the outer zone (*p = *0.04, df = 20). **D** The average visit to the outer zone was shorter in the MMS group (*p = *0.048, df = 20). **E** The MMS group also travelled further in the inner zone (*p = *0.02, df = 20). **F** There was no difference between groups with respect to duration of visit to the inner zone (*p = *0.48, df = 20). **G** In the tail suspension test, there was no difference in total immobile time between groups (*p = *0.32, df = 20). Total length of testing 360 s. All comparisons were made using independent t-tests. Error bars indicate standard error of the mean, *n* = 11/ group. **Fig. S5.** In cage analysis reveals no statistical differences in in-cage activities, feeding behaviour and calorie expenditure following MMS. There were no differences in (**A**) x-axis or (**B**) y-axis related grooming behaviour as quantified by laser beam breaks in the specified plane (*p = *0.96 and 0.73, respectively, df = 12). **C** There was no difference in food intake quantified as total feeding during lights on (control AM and MMS AM) and lights off (control PM and MMS PM). There was a significant effect of time (*p* > 0.001), but no effect of MMS (*p = *0.75) or interaction between time and MMS (*p = *0.15). **E** There was no difference in calorie expenditure normalised for lean body mass (*p = *0.99, df = 12) or in fuel usage as indicated by respiratory exchange ratio (E; control (black line) and MMS (grey line)) over 24 h (error bars indicate standard error of the mean). N = 7/ group. **Fig. S6** No changes in candidate gene expression in the hypothalamus, adrenal or pituitary glands but there are changes in gene expression in the hippocampus at 4 months of age, following MMS. **A** There were no differences in expression of the GR (*p = *0.35, df = 15), MR (*p = *0.76, df = 18), Per1 (*p = *0.80, df = 15) or FKBP5 (*p = *0.72, df = 15) in the hypothalamus between control (clear circles) and MMS (black filled circles) mice at 4 months of age. **B** In the adrenal gland, there were no changes in gene expression for Cyp11b1 (*p = *0.35, df = 15), MC2R (*p = *0.72, df = 17) or stAr (*p = *0.80, df = 16) between the control (clear circles) and MMS (black filled circles) groups. **C** There were no changes in candidate gene expression in the pituitary gland for the GR (*p = *0.81, df = 20), the MR (*p = *0.13, df = 19), FKBP5 (*p = *0.92, df = 14), Per1 (*p = *0.09, df = 20) or POMC (*p = *0.78, df = 18) between control (clear circles) and MMS (black filled circles) groups. **D** In the hippocampus, there was increased expression of GR (*p = *0.003, df = 18), FKBP5 (*p = *0.003, df = 18) and Per1 (*p = *0.004, df = 20), but no change in expression of the MR (*p = *0.37, df = 19) or HSD11b1 (*p = *0.08, df = 20). All candidate gene expression was normalised to the expression of TBP. All statistical comparisons were made using independent t-tests; n = 7–11/group. Error bars indicate standard error of the mean.

## Data Availability

The datasets supporting the conclusions of this article are available in the GEO repository under accession numbers GSE147375 and GSE146892.

# Supplementary material for: Altered hypothalamic DNA methylation and stress-induced hyperactivity following early life stress
**Source:** Epigenetics Chromatin. 2021 Jun 30;14:31. doi: 10.1186/s13072-021-00405-8
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. MDS plot and transcription factor binding enrichment analysis for 3’ mRNA sequencing. A MDS plot for all sequenced samples (control-blue and MMS-orange). Dimension 1 accounted for 50% of the total variance in the dataset, while dimension 2 accounted for 15%. B Transcription factor binding enrichment analysis using the oPOSSUM software, identifies transcription factors with binding sites overrepresented among genes which have a logFC > 1.5. Listed are the Fisher (clear bars) and Z scores (black bars) for each transcription factor. Statistical comparisons were done using an independent t-test. Error bars indicate standard error of the mean, n = 10/group. Fig. S2 meDIP sequencing. A Venn diagram of 2 methods of analysis for differential DNA methylation shows significant overlap between DESeq2 and edgeR. There were 493 and 7047 unique DMRs associated with the edgeR and DESeq2 methods, respectively, with 12,456 DMRss identified in both methods. B There was no correlation between DMRs (y-axis) and expression of corresponding genes (logFC > 0.5; x-axis). Pearson correlation coefficient 0.07; p = 0.36. Figure S3 EPM. A The MMS group (black circles) moved faster than the control group (clear circles) (p = 0.02, df = 20). B The MMS group spent more time mobile (p = 0.02, df = 20), total test duration 300 s. C The MMS group travelled further in the closed arm (p = 0.048, df = 20), but D there was no difference in the duration of each visit to the closed arm (p = 0.06, df = 20). There were no differences in the distance travelled in the open arms of the maze (E; p = 0.38, df = 20) or the average duration of visit to the open arms (F; p = 0.90, df = 20). All comparisons were made using an independent t-test. Error bars indicate standard error of the mean, n = 11/ group. Fig. S4 OF and tail suspension tests. A Animals in the MMS group (black circles) moved with a higher speed throughout the testing period when compared to controls (clear circles) (p =

## Slide 1
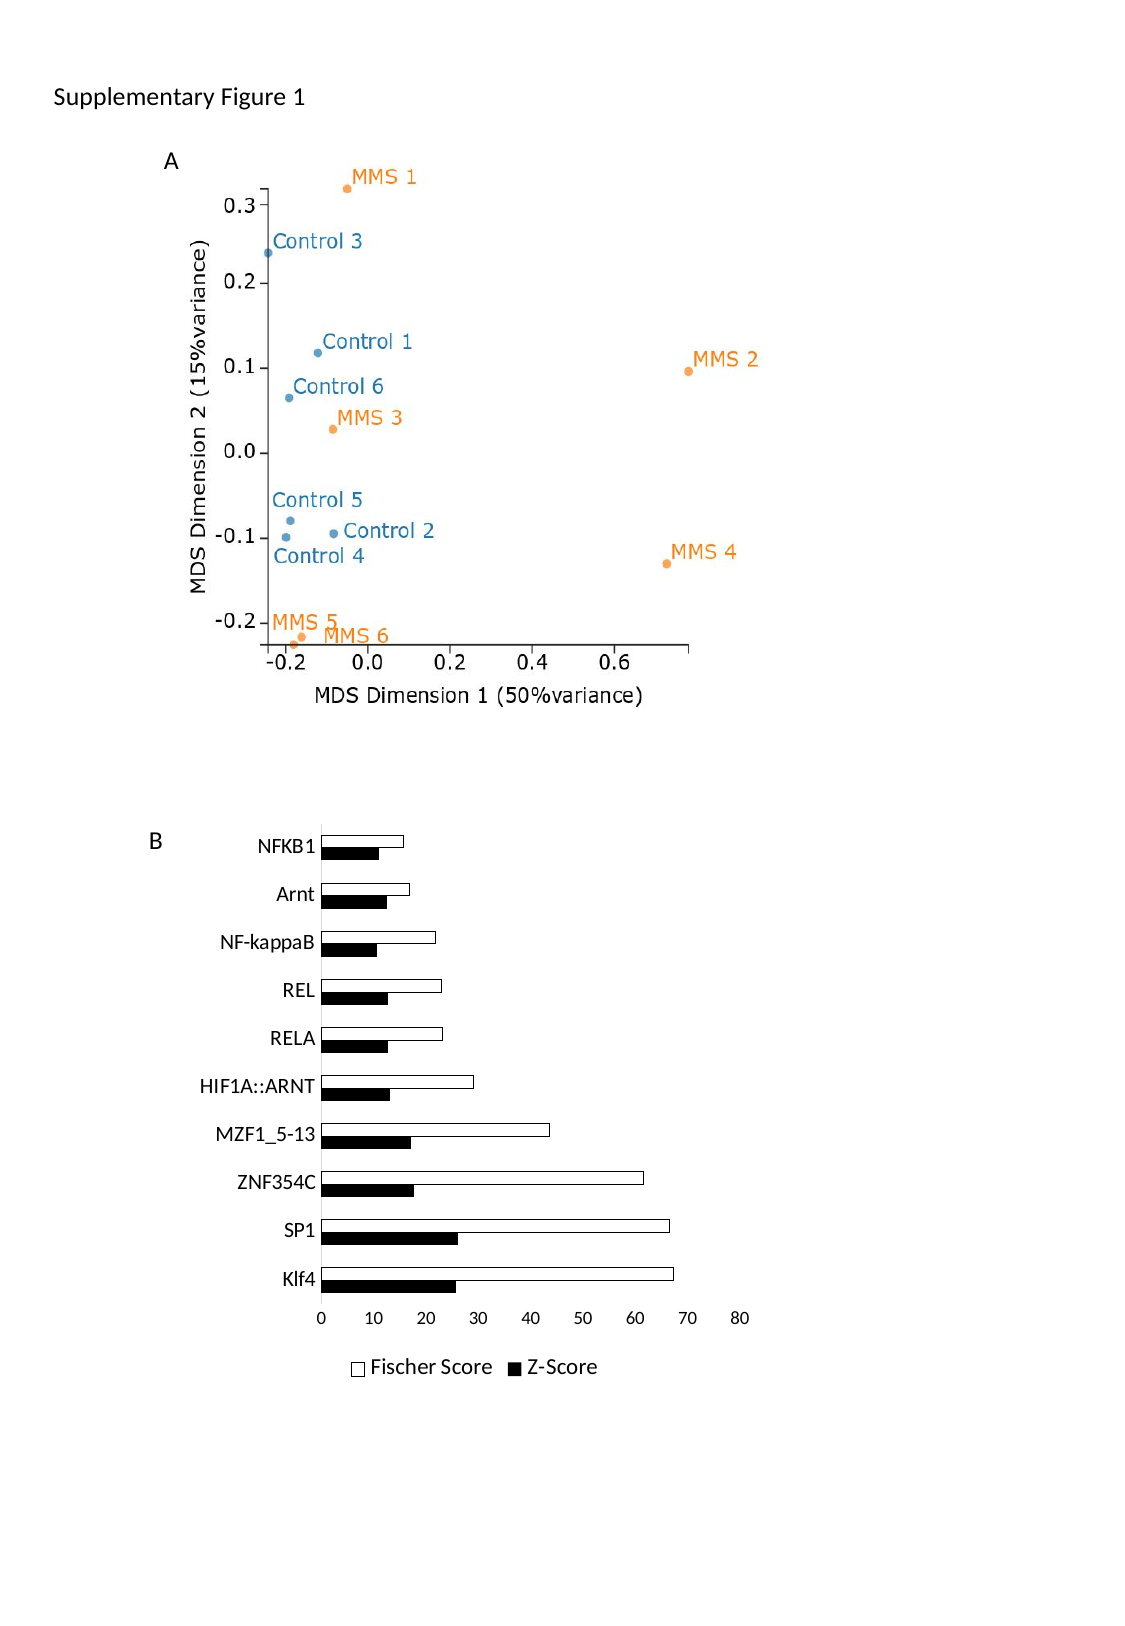

Supplementary Figure 1
A
### Chart
| Category | Z-Score | Fischer Score |
|---|---|---|
| Klf4 | 25.768 | 67.297 |
| SP1 | 26.101 | 66.646 |
| ZNF354C | 17.784 | 61.64700000000001 |
| MZF1_5-13 | 17.113 | 43.58600000000001 |
| HIF1A::ARNT | 13.145 | 29.029 |
| RELA | 12.761 | 23.255 |
| REL | 12.68 | 22.999 |
| NF-kappaB | 10.671 | 21.77199999999999 |
| Arnt | 12.64 | 16.786 |
| NFKB1 | 11.101 | 15.622 |B

## Slide 2
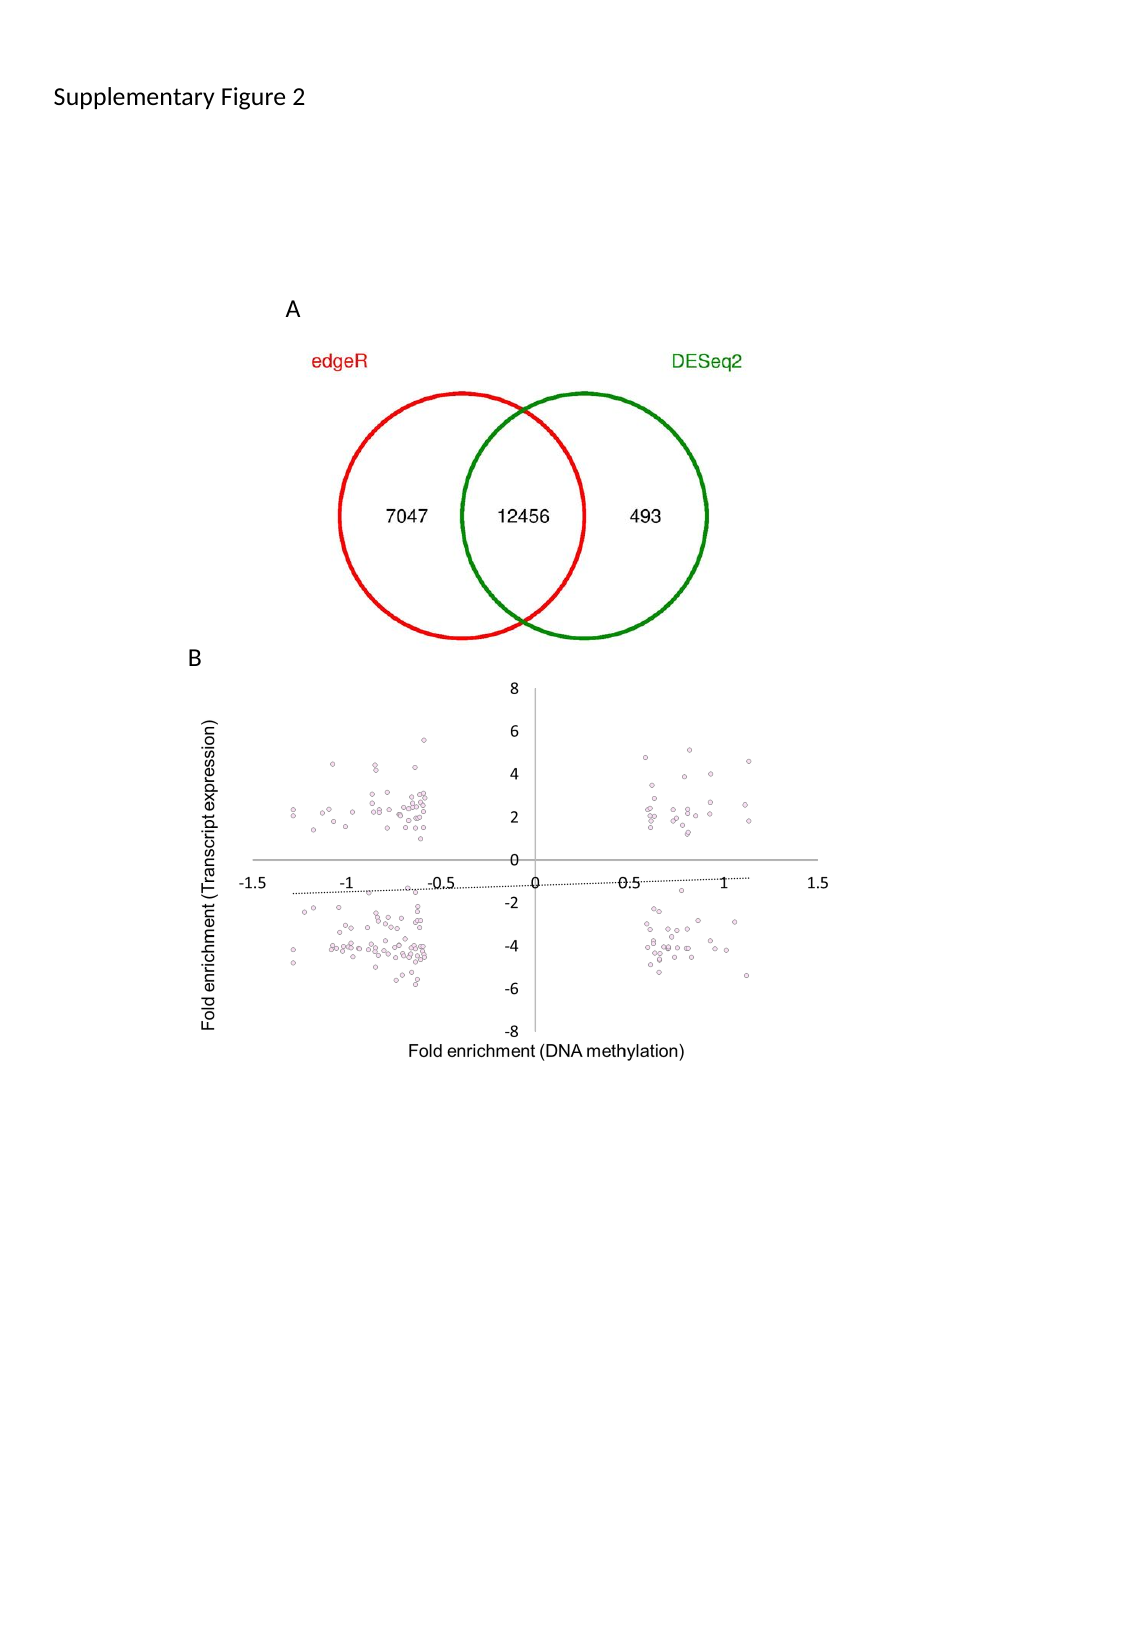

Supplementary Figure 2
A
B

## Slide 3
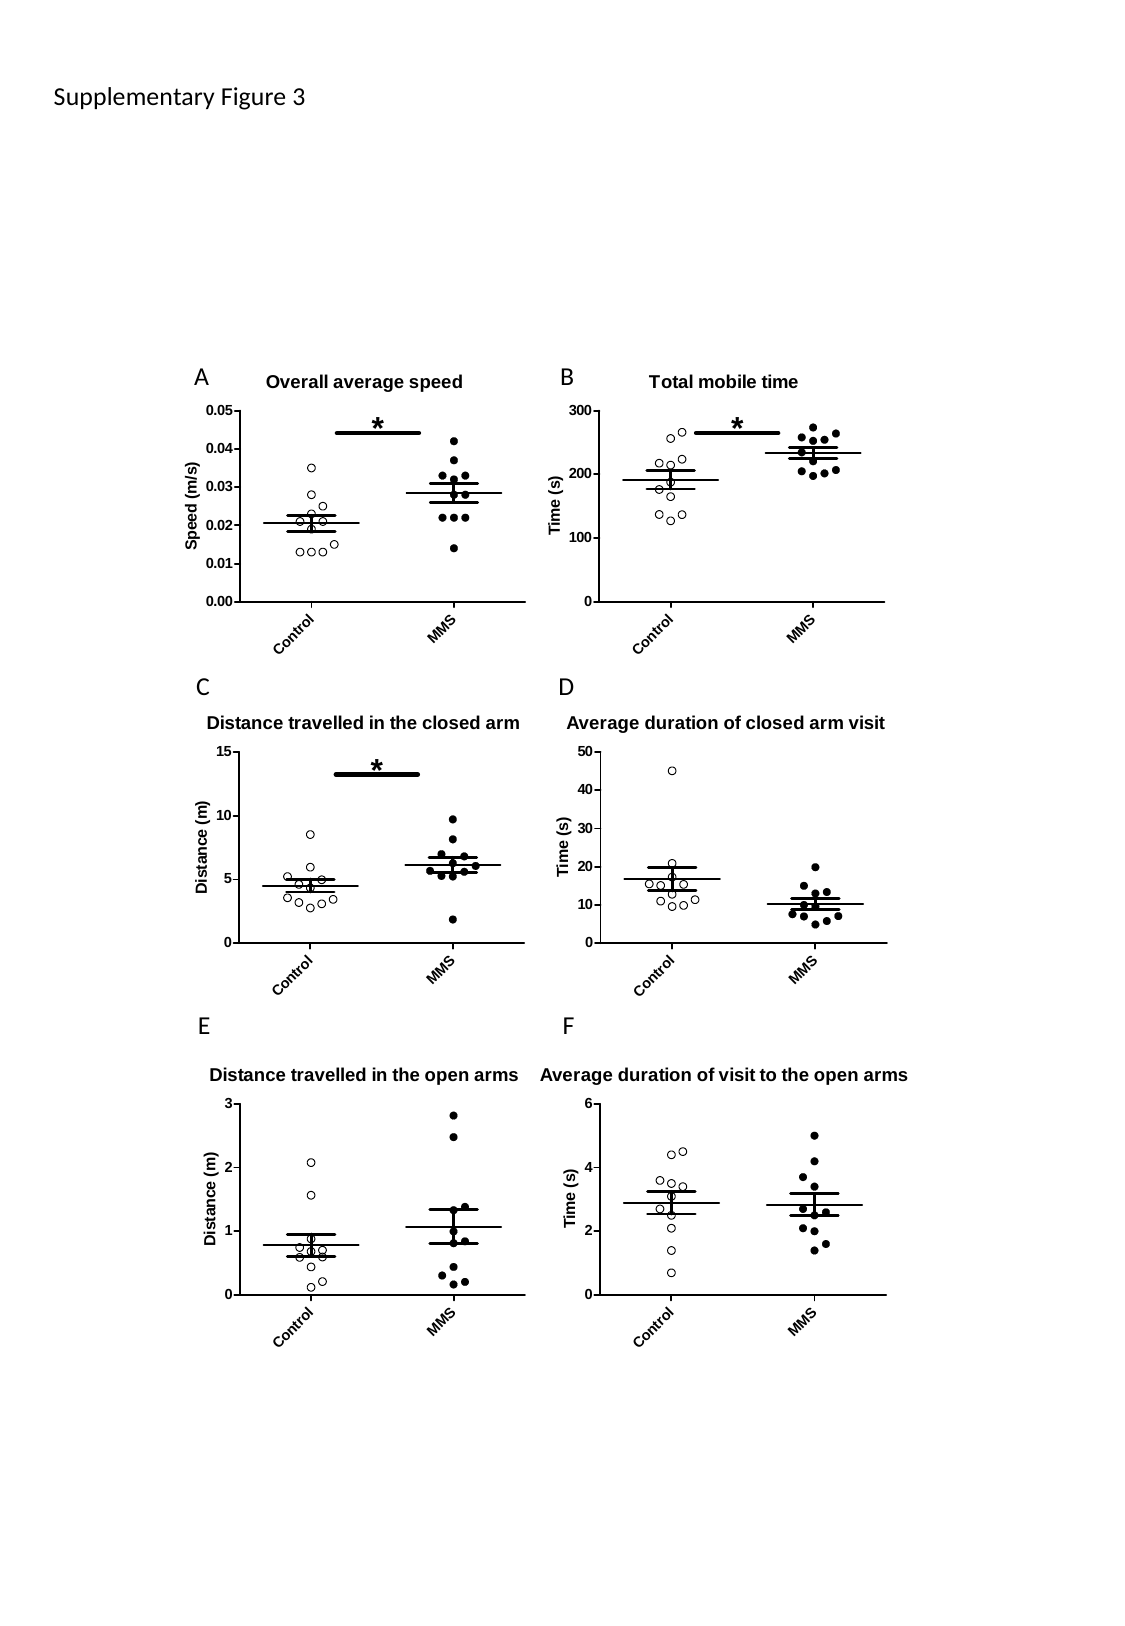

Supplementary Figure 3
B
A
D
C
E
F

## Slide 4
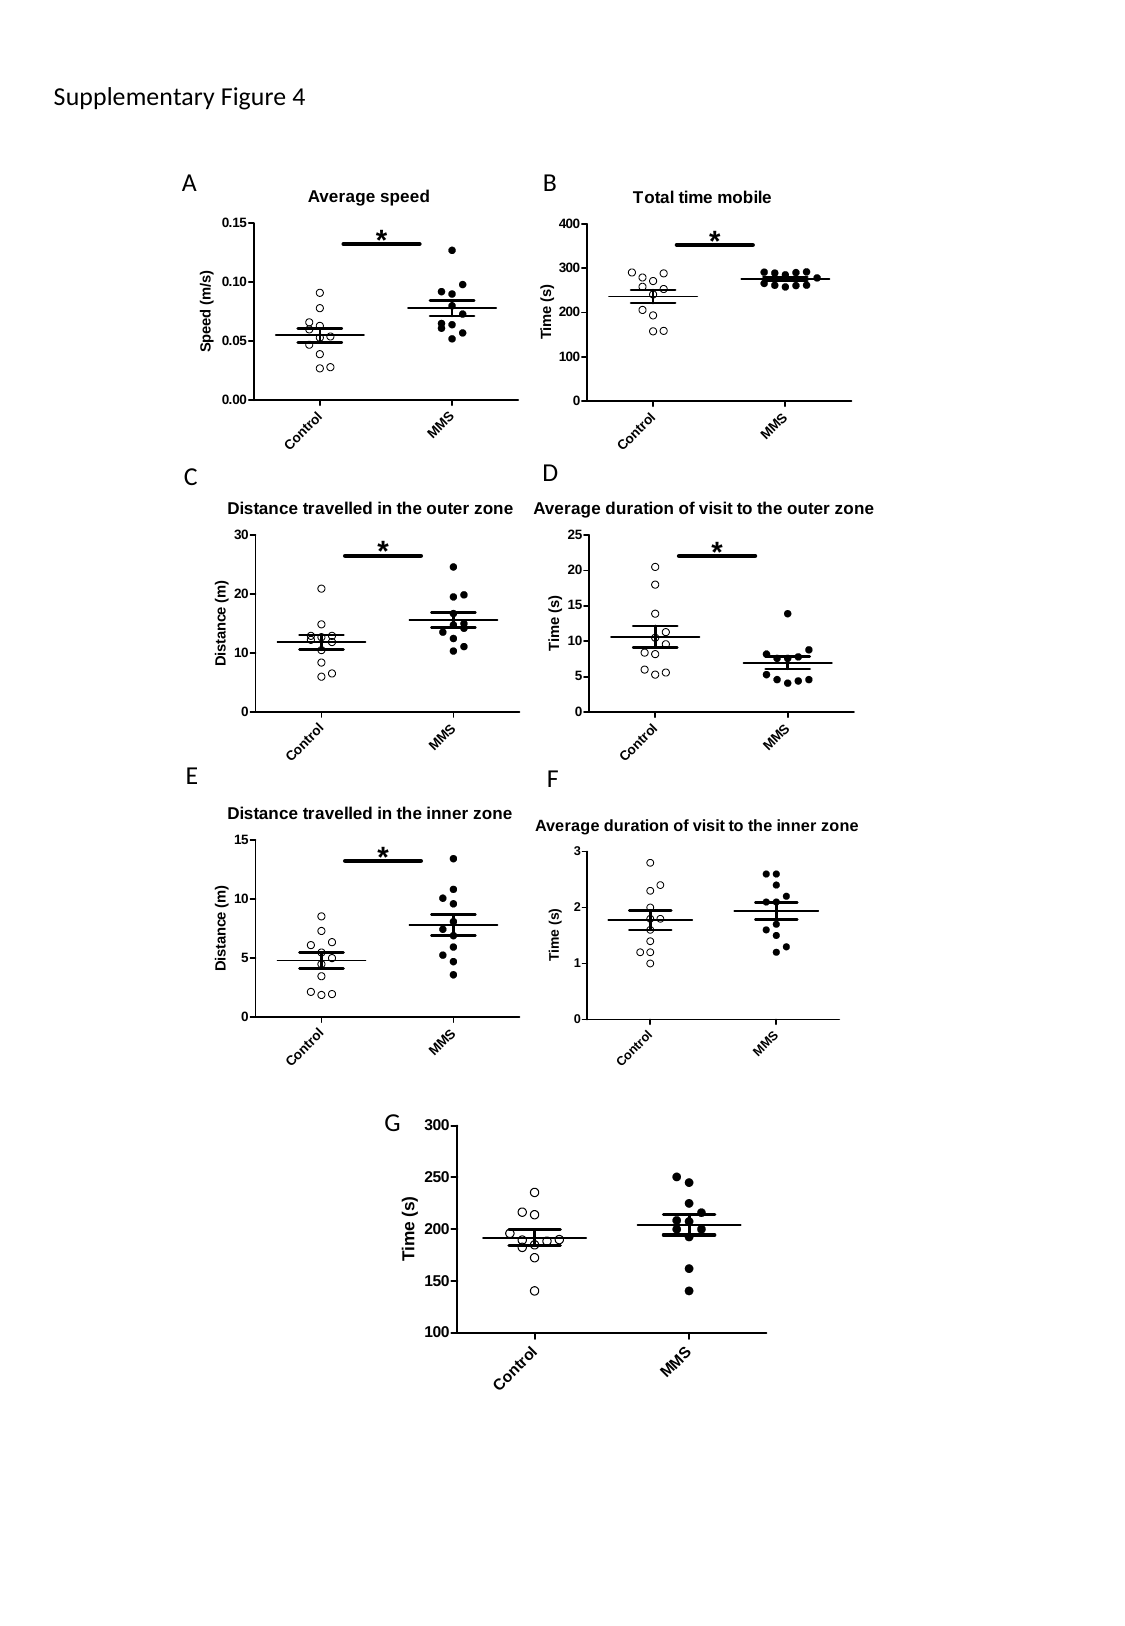

Supplementary Figure 4
B
A
D
C
E
F
G

## Slide 5
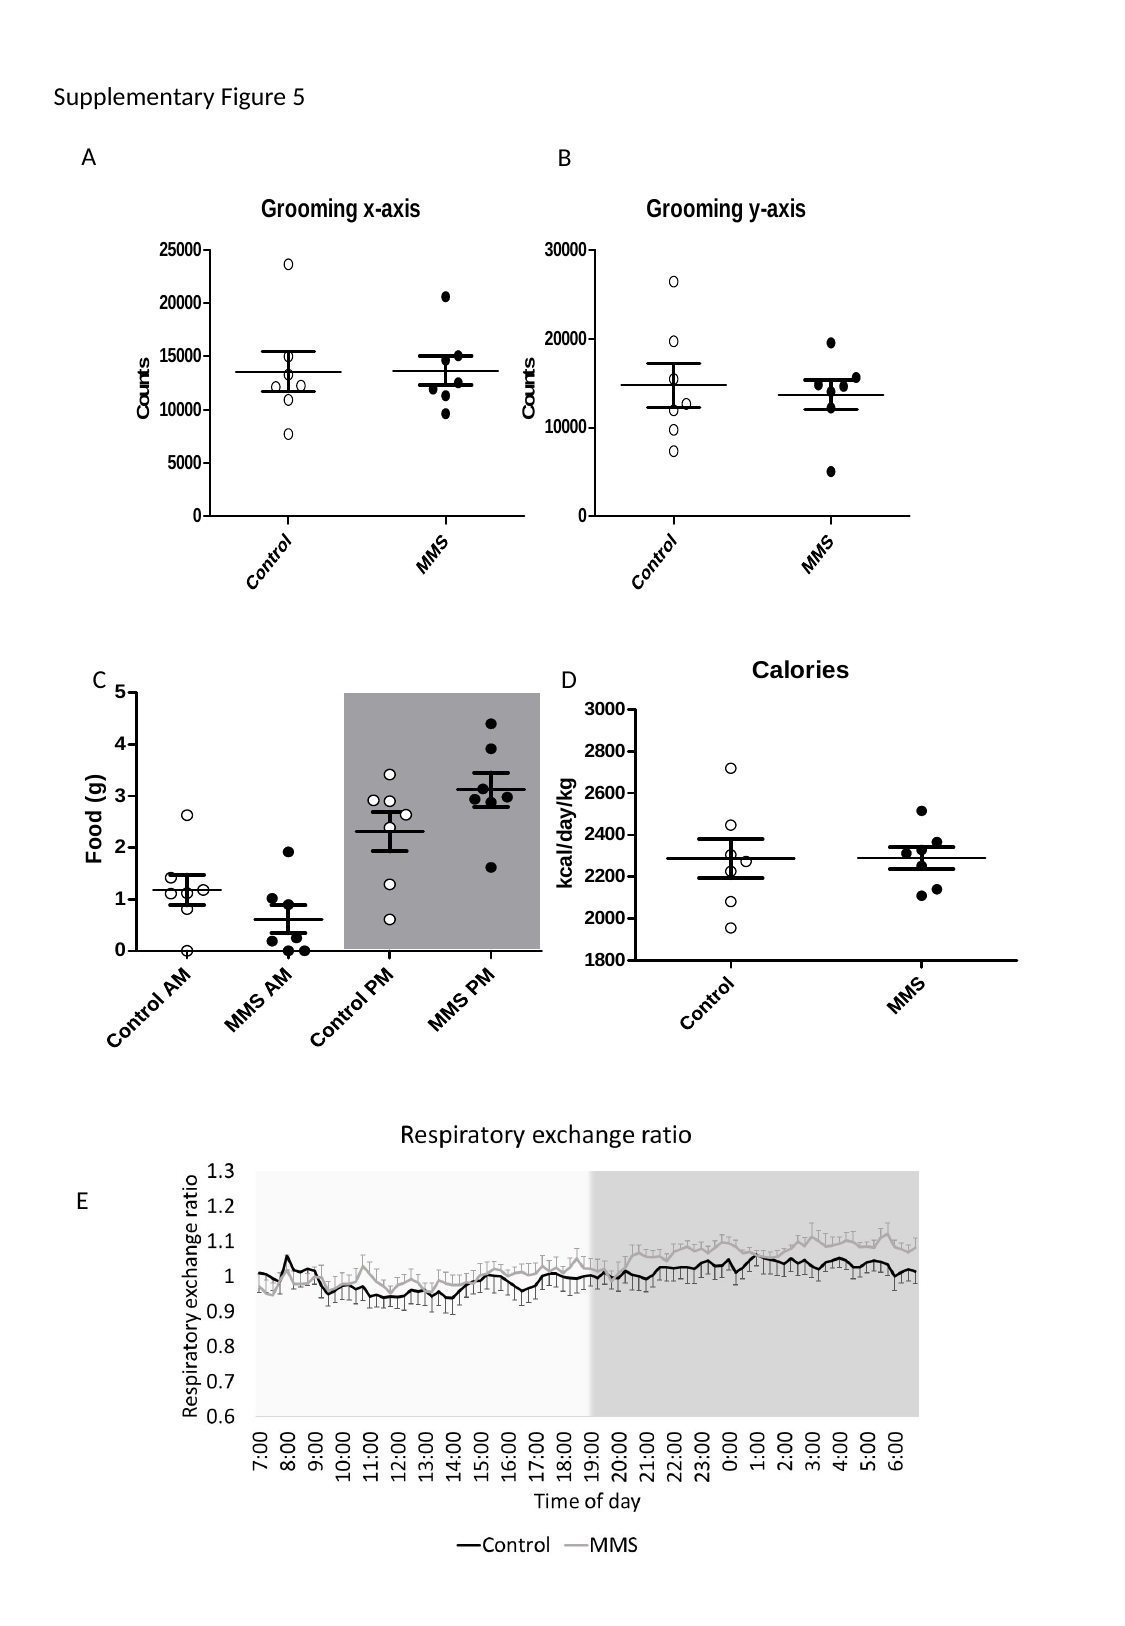

Supplementary Figure 5
A
B
C
D
E

## Slide 6
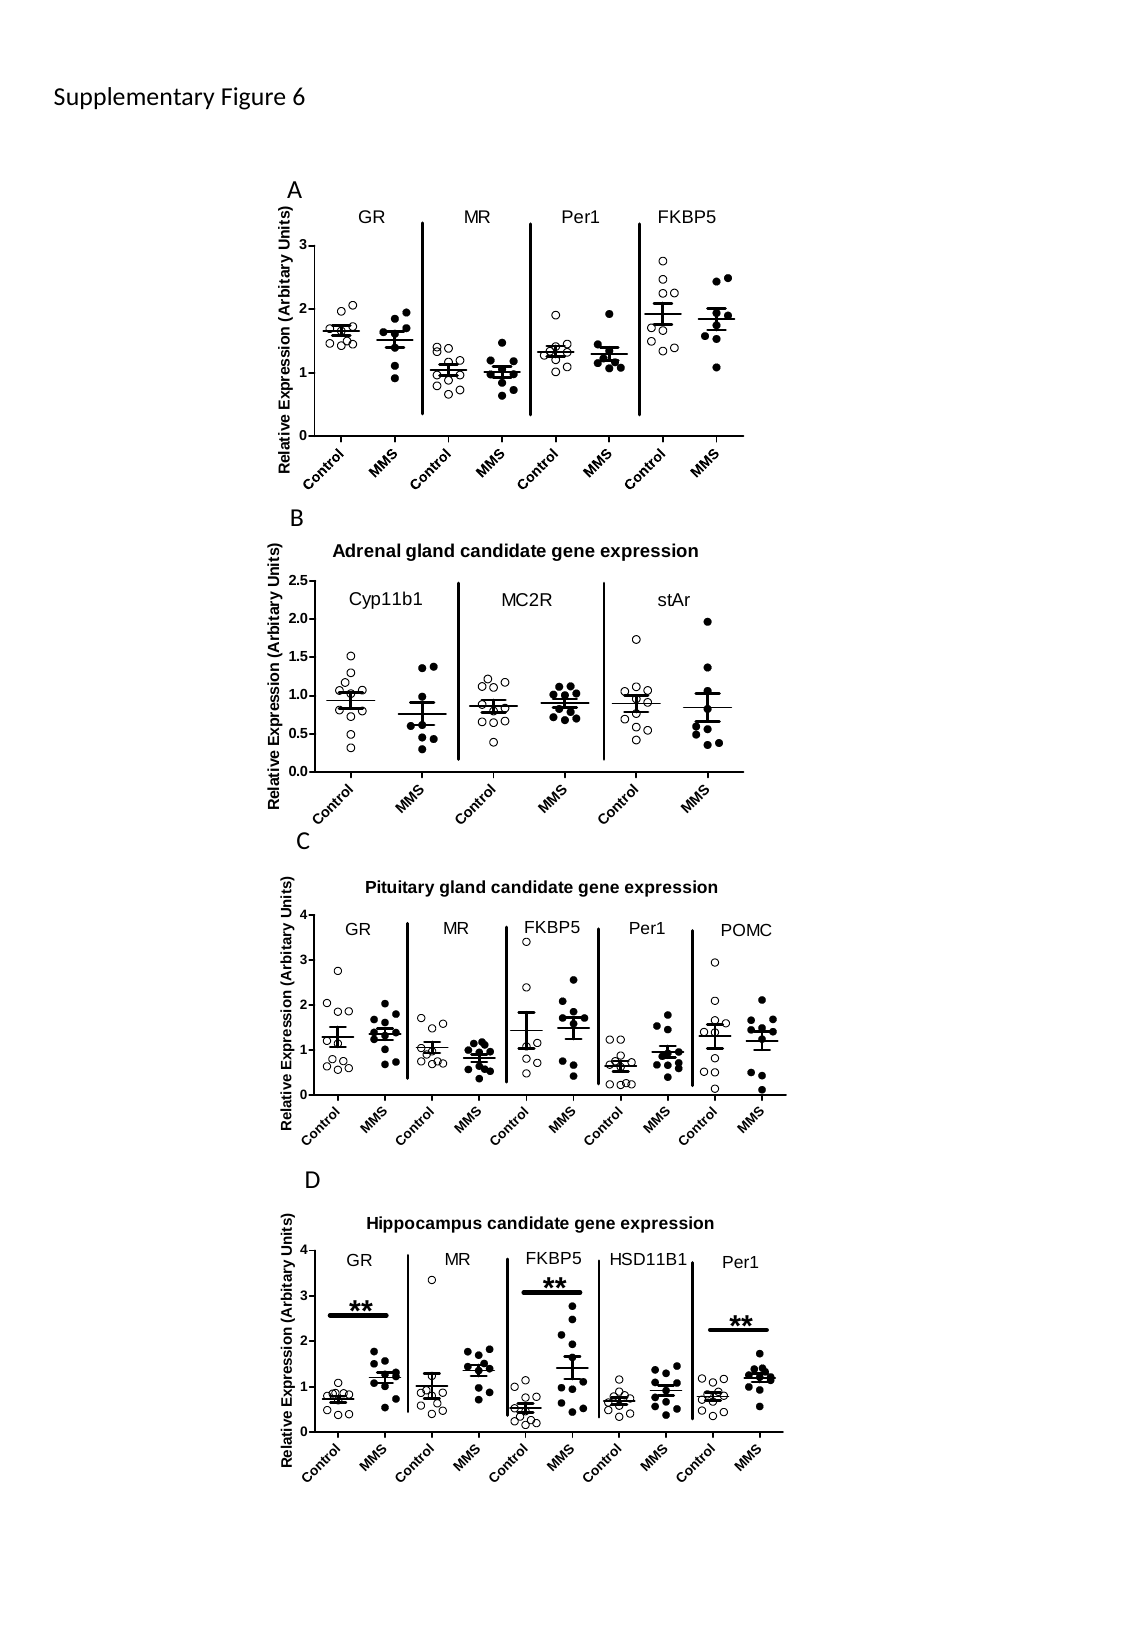

Supplementary Figure 6
A
B
C
D

How the deposited data were processed for this re-analysis (not part of the article)

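Methylated DNA immunoprecipitation was sequenced from the hypothalamus of male mice on postnatal day 6, in 3 control and 3 MMS pools made from 10 animals per group. The 2 inputs and the IgG control entered the authors' processing and were not analysed here by themselves. The authors aligned the reads to mm10 with Torrent Suite, called broad peaks with MACS2 over inputs, and compared the groups with DiffBind and, in the authors' main setting, DESeq2. The authors' deposited log2 values are the means of normalised reads over all libraries, over the control group and over the MMS group, and the deposited log2 difference is control minus MMS. The deposited p-value and FDR are the authors' own for that comparison. No test between the groups was computed here, because the values used hold no libraries, and a planned check with limma on values per library was not possible for the same reason. The depth of each library behind single values is not given. If the lowest value is 1 read in each library, as examined below, normalised values lie near read counts. In DMRs higher in MMS the median of normalised reads was 17.0 in the higher group and 1.15 in the lower group. In DMRs higher in control these medians were 35.0 and 10.1. The 3 pools per group limit the precision of every listed difference.

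The direction of each DMR was taken from the group means. The deposited difference matched the group means within 0.01. The lowest value of each group was read from the table, and a group was counted as at its lowest value within 0.5 on the log2 scale. Positions were compared with the chromosome lengths of the GRCm38 reference and all lay within them. Features came from GENCODE transcripts by the centre of each DMR, in the order promoter (1000 bp upstream to 100 bp downstream), transcription end, 5′ UTR, 3′ UTR, exon, intron and intergenic, the windows of HOMER, the tool of the paper's methods. GC content, CpG and soft-masked (repeat) shares came from the reference sequence. Each DMR was placed at random 1000 times within its chromosome outside runs of N. Permutation tests used 100000 resamples and are across regions or genes, which are not replicates. Gene families were compared with 10000 random sets, each gene drawn from the 50 nearest in length, with Benjamini-Hochberg adjustment over 12 families. On simulated DMRs over 21938 genes, 20 simulations of 200 long genes with no added DMRs gave 1 call with the length match and 20 without it, and with 3 times the rate of DMRs all 20 were called either way. Alignments of a DMR to the reference were counted with BLAST 2.17.0 at a minimum of 100 bp and 95% identity, the DMR itself included, for the named DMRs, for 200 DMRs drawn at random and for the 100 other DMRs with the largest difference. Comparisons at an equal group mean used bins of 0.25 on the log2 scale and 1000 bootstrap resamples. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

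The named items followed a rule set before the data were examined, except that the first rows of Table S3 (all but 10950) and all of Table S2 had been seen. It takes the 3 DMRs with the smallest p and the 1 with the largest difference in each direction, every gene named by the paper's text or Table S1, the 5 protein-coding genes with the most DMRs, the gene with the most DMRs in each family, and the 5 genes of Table S2 with a DMR and the largest expression change. Alternatives were a stricter FDR, a minimum difference or width, autosomes alone, joined neighbours, other limits for the lowest value, other definitions of features, other gene sets and other ways to pair DMRs with genes. RefSeq transcripts were added after the data had been seen. Principal components, correlations between libraries and ontology terms were not analysed here.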

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

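The tests of whether the lowest value is 1 read and of female DNA in the pools were chosen after the results were seen, as were the division at more than 1 alignment, the comparison of the 100 largest differences, the count of alignments over a whole DMR, the comparison of the repeat share with random placement, the bootstrap interval of the share at the lowest value and the draws for chromosome X.

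Many DMRs higher in MMS have controls at their lowest value, which the paper's text does not discuss: 4274 DMRs, or 52.7%, against 4.60% for MMS in DMRs higher in control. The lowest value may be 1 read in each library, since the rises from it to the 3 next levels add up to 0.987 of the lowest value in control (0.96 to 1.02 from rounding alone, where 1 extra read in each library in turn gives 1) and to 1.01 in MMS. Fewer reads in the higher group do not explain the whole asymmetry: at an equal mean of the higher group, control was at its lowest value in 26.1% and MMS in 7.03% (bootstrap interval of the difference 17.7 to 20.6 percentage points). The match did lower the share from 52.7%. Subtraction of input reads in repeat-rich DNA cannot be told apart from other causes. These DMRs had a median soft-masked share of 23.1% against 18.2% where control was above its lowest value (permutation test across regions, p = 1e-05, the smallest it can give), but all DMRs placed at random had 23.7% (22.8% to 25%), so they were not richer in repeat than the genome. DMRs higher in control also had more repeat where MMS was at its lowest value, 28.9% against 20.7%. The paper's methods name the pooled inputs for normalisation and the IgG control for the subtraction. The labels name the methylcytosine antibody for the inputs and the IgG control as well, so what was subtracted is not settled. Library size was not tested directly, as no value per library was used. If the lowest value is 1 read in each library, that read stands for 0.889 normalised reads in control and 0.847 in MMS. On that reading, values this close argue against a large difference in library size between the groups as the cause. Whether the scaling between groups was right was not tested, and an effect of MMS stays open, untested.

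On chromosome X there are 100 DMRs, 0.612 per Mb against 5.36 per Mb on the autosomes. Male mice have a single X, and reads at 1 of 2 on the autosomes would leave 1.56 DMRs per Mb past the observed boundary. This bound rests on an assumed setting, so fewer reads and other causes cannot be told apart. Of the 100 DMRs, 92 were higher in MMS (95% Wilson interval 85.0% to 95.9%), against 62.4% on the autosomes (Fisher's exact test, two-sided p = 2.18e-11). Low mean read counts on X do not explain all of this: autosomal DMRs of the same mean were higher in MMS in 83.3%, and draws of 100 such DMRs had 77 to 89 higher in MMS (one-sided permutation p = 0.0015). How far they explain the rest is open, since the autosomal DMRs left at 1 of 2 reads were higher in MMS in 62.4%, no more than all autosomal DMRs. A different share of female DNA in the pools cannot be told apart from other causes. Of X DMRs, 97% differed by more than 1 on the log2 scale, the difference between 2 copies and 1, but methylated islands of an inactive X can differ by more and called DMRs are the largest differences. Only 4 X DMRs lay in promoters. The 4 DMRs on chromosome Y were all higher in MMS. A biological effect of MMS on X was not tested.

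The DMR with the largest difference, on chromosome 3 from 8245379 to 8246388, has 43 alignments of at least 100 bp in the reference, with itself counted, and the largest higher in MMS, on chromosome 9, has 15. For the first these are parts of the DMR, as the longest one elsewhere spans 165 of its 1010 bp and 0 span at least 90% of it; the second has 9 elsewhere over at least 90% of its length. Of the 6 named DMRs, 3 have more than 1 alignment, and of 200 DMRs drawn at random 26 do (13%; Fisher's exact test, two-sided p = 0.0376). These 6 were mostly chosen by their p and not by their difference, and this division was made after their alignments were seen. Among the 100 largest differences outside the named and the random DMRs, all of at least 5.28 on the log2 scale, 14% had more than 1 alignment (Fisher's exact test against the random DMRs, two-sided p = 0.858). Over at least 90% of their length, 0 of these 100 and 5 of the 200 random DMRs aligned elsewhere (Fisher's exact test, two-sided p = 0.173). Among these 100, copies within the reference were thus not clearly more frequent than in random DMRs. Copies missing from the reference cannot be counted this way, so DNA in many copies is not excluded. For the 2 DMRs named first, reads from matching sequence elsewhere stay open, for the first over parts of it, and no biological explanation was tested.

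Of 22 genes taken from the paper, 7 hold a DMR in the gene body or promoter, 9 DMRs in all. The paper's text does not discuss this (Table S3 was read only in part). The list is partial: it holds Rela and Rel but not SP1, ZNF354C, MZF1 and Arnt, which Fig. S1B also names. In the authors' deposited table Dnmt1 has DMRs higher in MMS by 4.29 and 3.92 on the log2 scale (chromosome 9, 20932284 to 20932921 and 20940759 to 20940918, introns), and Dnmt3a by 3.56 (chromosome 12, 3893295 to 3893516, intron). In the same authors' deposited table Nfkb1 (3.39), Crhr1 (2.43) and Fkbp5 (3.57, exon, chromosome 17, 28498465 to 28499047) are higher in MMS, and Rela (-1.92) and Nr3c2 (-1.53 and -0.88) are higher in control. A further DMR lies 72 bp past the 3′ end of Fkbp5, and the authors' deposited table has it higher in control (-4.94); it was named after its values were seen. Control is at its lowest value in both DMRs of Dnmt1 and in those of Dnmt3a and Fkbp5, and MMS is in the one past the end of Fkbp5, so the sizes of these differences depend on where that value was set. The other 15 genes, Nr3c1, Crh, Pomc, Fos, Nr4a3 and Per1 among them, have 0 DMRs there. The count did not stand out: of the 21 protein-coding genes 7 had a DMR. Random sets of like length had 4.98 (2 to 8, one-sided permutation p = 0.186). Random sets of any length had 4.07 (1 to 8, one-sided permutation p = 0.0978), so there was no clear excess for gene length to account for. A role of these DMRs in the response to MMS was not tested.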

How the results depend on the processing

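Of the settings compared here, the RefSeq annotation and the shares among the DMRs with the smallest p were chosen after the data had been seen. No paired analysis was possible because the values used are group means without libraries. For the same reason leaving out each replicate, other splits of the samples, another pseudocount and a filter on low values were not run. The depth of each library at single values sets a limit that could not be measured.

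The number of DMRs stayed within 1.5 times 12949 for a minimum difference of 2, autosomes, joined neighbours and a width of at least 300 bp (9051 to 12921), and fell to 6512 at an FDR under 0.01 and 2332 under 0.001, as fewer regions pass. More DMRs were higher in MMS under every setting run (62.4% to 80.6%), though the share was lower among the 1000 DMRs with the smallest p (59.5%) and was 47% among the 100 with the smallest p. The share was 67.4% at an FDR under 0.01, 65.5% under 0.001 and 80.6% with a minimum difference of 2; the cause was not tested. No setting for this share left out DMRs with a group within 0.5 of its lowest value. These were 4274 of the 8105 higher in MMS and 223 of the 4844 higher in control. With them set aside, more DMRs are higher in control than in MMS, so the direction rests on DMRs at the lowest value. The share of DMRs with a group at its lowest value was 34.7%, and 31.7% or 40.2% with a limit of 0.1 or 1 above that value, by construction.

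The difference in median log2 width (-0.21, DMRs higher in MMS narrower) kept its side with autosomes alone, but was 0.0556 at an FDR under 0.01 (p = 0.197) and 0.00712 without DMRs at the lowest value (p = 0.75), both permutation tests; the cause was not tested. GC and CpG content by direction kept direction and threshold under the 3 alternatives run. The soft-masked share differed by -0.574 percentage points (p = 0.295), and by -2.26 at an FDR under 0.01 (permutation p = 0.00148); the cause was not tested.

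Intron and intergenic counts stayed within 1.5 times, except 2965 and 2712 at an FDR under 0.01, where fewer DMRs enter. The 531 promoter DMRs were 843 with any overlap, 1186 with a promoter from 2 kb upstream to 500 bp downstream, 342 with protein-coding genes, 250 at an FDR under 0.01 and 124 with RefSeq transcripts; wider promoters and fewer transcripts or DMRs move it by construction. Synaptic families past the threshold numbered 0 with the length match, also with gene bodies plus 10 kb, an FDR under 0.01 and numbers of DMRs, and 6 without the length match. The correlation with expression passed 0.05 under 0 of its settings.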

Differences from the paper's values

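The paper gives 7047 DMRs found with DESeq2 and not with edgeR in the legend of Fig. S2A, and 12949 deposited DMRs less the paper's shared DMRs leave 493. The legend gives that same number to edgeR. The diagram in Fig. S2A prints both numbers the other way round from its legend, and its number for DESeq2 alone matches the 493 counted here. None of the alternatives set before the data were examined was run for this difference.

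The paper's text gives fewer than 20 promoter DMRs, and 531 were counted here. Under any overlap, wider promoters, protein-coding genes and an FDR under 0.01 the counts were 843, 1186, 342 and 250, and all differ from the paper's. Fig. 3D shows about 75 promoter DMRs, read by eye, from which all 5 counts differ too. RefSeq transcripts, chosen after seeing the values, gave 124. Of genes with a promoter DMR, 17 are in the paper's Table S2, a count under the paper's 20 that was also made after seeing the values. The paper gives its number beside transcript expression, and its text does not say whether it was limited to such genes.

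The legend of Fig. 3D speaks of DMRs associated with protein-coding regions, while all 12949 DMRs were counted here, so the sets compared may not be alike; with features of protein-coding genes alone intron and intergenic DNA had 5316 and 6422. Fig. 3D shows about 2000 intron and about 2200 intergenic DMRs, read by eye, where 5921 and 5327 were counted here. An FDR under 0.01 gave 2965 and 2712, within 1.5 times the figure, and the other alternatives set before the data were examined did not. About 75 exon DMRs are shown in Fig. 3D, read by eye, against 426 here (681, 327, 280 and 210 under the alternatives, all different). For the 5′ UTR Fig. 3D shows about 3, read by eye, against 7 here; an FDR under 0.01 gave 2, which falls within 1.5 times, and any overlap gave 37, while wider promoters and protein-coding genes gave 7.

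The paper reports enrichment for synaptic terms. By gene family, 0 of 9 synaptic families passed an adjusted p of 0.05 against sets matched on length, and 6 did without the match. These are families by symbol, not the paper's terms.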

Other observations

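The tests below were set before the values they measure were seen.

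Over 9 synaptic families together, genes with a DMR were more frequent than in random sets of any length (72 against 34.3) and not than in sets matched on length (72 against 83.3, one-sided permutation p = 0.988). Gene length is a candidate explanation for the excess of synaptic genes, as a hypothesis for families taken by symbol. The 72 genes lie just under the range of the matched sets (73 to 94), and olfactory receptors lie well under theirs (14 genes against 37 to 63), so length does not account for every family's count. The background was all protein-coding genes, and the regions the authors tested were not used here. A biological role of these DMRs was not tested.

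DMRs higher in MMS had fewer CpG per 100 bp than DMRs higher in control, by -0.168. At an equal mean of the higher group the difference was -0.021 (bootstrap interval -0.067 to 0.016). Reads over a region themselves rise with its number of CpG sites, so this match can take away a CpG difference. It cannot tell whether read depth accounts for the difference or follows from it. The interval spans 0, and a small difference in either direction stays open. No biological explanation was tested.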
